# Microglial responses to CSF1 overexpression do not promote the expansion of other glial lineages

**DOI:** 10.1186/s12974-021-02212-0

**Published:** 2021-07-19

**Authors:** Ishani De, Vilena Maklakova, Suzanne Litscher, Michelle M. Boyd, Lucas C. Klemm, Ziyue Wang, Christina Kendziorski, Lara S. Collier

**Keywords:** CSF1, Microglia, Astrogliosis, Oligodendrogenesis

## Abstract

**Background:**

Colony-stimulating factor 1 (CSF1) expression in the central nervous system (CNS) increases in response to a variety of stimuli, and CSF1 is overexpressed in many CNS diseases. In young adult mice, we previously showed that CSF1 overexpression in the CNS caused the proliferation of IBA1^+^ microglia without promoting the expression of M2 polarization markers.

**Methods:**

Immunohistochemical and molecular analyses were performed to further examine the impact of CSF1 overexpression on glia in both young and aged mice.

**Results:**

As CSF1 overexpressing mice age, IBA1^+^ cell numbers are constrained by a decline in proliferation rate. Compared to controls, there were no differences in expression of the M2 markers ARG1 and MRC1 (CD206) in CSF1 overexpressing mice of any age, indicating that even prolonged exposure to increased CSF1 does not impact M2 polarization status in vivo. Moreover, RNA-sequencing confirmed the lack of increased expression of markers of M2 polarization in microglia exposed to CSF1 overexpression but did reveal changes in expression of other immune-related genes. Although treatment with inhibitors of the CSF1 receptor, CSF1R, has been shown to impact other glia, no increased expression of oligodendrocyte lineage or astrocyte markers was observed in CSF1 overexpressing mice.

**Conclusions:**

Our study indicates that microglia are the primary glial lineage impacted by CSF1 overexpression in the CNS and that microglia ultimately adapt to the presence of the CSF1 mitogenic signal.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-021-02212-0.

## Introduction

CNS resident macrophages (microglia) are known to have important roles in both CNS homeostasis and disease. Macrophage lineage cells including microglia express CSF1R, a receptor tyrosine kinase, which is activated by its ligands CSF1 and Interleukin-34 (IL-34). Mice genetically deficient for CSF1R have severe reductions in several macrophage populations including microglia [1]. In the normal brain, CSF1 and IL-34 have different expression patterns and therefore have regional-specific impacts on microglia [2–5]. During mouse neonatal development, whole-brain expression of *Csf1r* and its ligands peak during the 2nd and 3rd postnatal weeks, respectively, before declining [6]. This corresponds with the time that microglial numbers undergo rapid developmental changes. Specifically, microglial numbers peak during the 2nd postnatal week and then decline during the 3rd postnatal week due to both decreased proliferation and increased apoptosis [6]. In the adult, microglia do continue to proliferate at a low rate, but it has been observed that this proliferation is balanced by a similar rate of apoptosis [7]. Studies in mouse models utilizing CSF1R inhibitors indicate that the CSF1R signaling axis is important for both microglial proliferation and survival in the normal adult [7–9]. In situations of disease or injury, *Csf1* expression is often upregulated, which can influence microglial homeostasis [10–12].

Activated macrophages, including microglia, can be classified as being polarized to an M1 (pro-inflammatory) or M2 (immunosuppressive) phenotype [13]. In in vitro macrophage cultures, CSF1 has been proposed to promote M2-like phenotypes [14–16]. In the context of a high-grade brain tumor model where glioma-associated macrophages/microglia (GAMs) were M2 polarized, CSF1R inhibitors were found to decrease expression of M2 markers in GAMs such as *Arg1* and *Mrc1* (CD206) without influencing their numbers [17, 18]. However, the M1/M2 classification is highly simplified, and a wide variety of activation states for macrophages have been found [19, 20].

In normal adult mice, CSF1R expression is reported to be confined to microglia and some neurons [3, 12], yet treatment with CSF1R inhibitors can impact other glia. For example, increases in expression of astrocytic markers such as *Gfap* were observed upon treatment with a CSF1R inhibitor in some, but not all, studies [8, 21]. Decreased numbers of oligodendrocyte lineage cells were observed in certain brain regions in both *Csf1r* deficient mice and mice treated with certain CSF1R inhibitors [9, 22]. However, CSF1R inhibitor-mediated microglial depletion can be achieved without impacting oligodendrocyte lineage cells, suggesting potential off-target effects of these inhibitors [22]. Nevertheless, microglia have been shown to produce factors that influence oligodendrocyte precursor cell (OPC) proliferation, survival, or differentiation [23, 24]; however, it is not known if increasing microglial numbers is sufficient to impact oligodendrocyte lineage cells.

To study the role of increased CSF1 expression in the CNS, we previously generated transgenic mice that overexpress the secreted form of CSF1 in a subset of GFAP^+^ cells utilizing the TRE/tTA system (hereafter referred to as CSF1 OE mice). Previously, we examined the response of IBA1^+^ microglia to CSF1 OE in young adult mice [21]. Here, we expand upon those studies to examine responses to CSF1 OE in both microglia and other glia in young and aged mice.

## Materials and methods

### Mice

Mouse experiments were performed according to the institutional guidelines for animal care under the approval of the Institutional Animal Care and Use Committee of the University of Wisconsin, Madison. CSF1 OE mice have been described previously [21]. The genetic backgrounds of mice used for this study were F1s of CD1 to C57Bl/6 (immunofluorescence and CD11b^+^ cell enrichment) or C57Bl/6 (RNA isolation from half brain hemispheres).

### Fluorescence and immunofluorescence

For EGFP imaging, isolated brains were fixed in 4% PFA, sunk through sucrose, and embedded in OCT for frozen sectioning. Sections were washed in PBS before staining with DAPI for imaging. For immunofluorescence, slides from formalin-fixed, paraffin-embedded brains were rehydrated to water through a graded alcohol series and antigen retrieval performed in pH6 citrate buffer (Vector laboratories) with 0.02% TWEEN-20 added, following previously described procedures [21]. Antibodies and dilutions are described in Table 1. When needed, DyLight 649 labeled Lycopersicon Esculentum Lectin (DL-1178, Vector laboratories) was used at 1:300 before antibody staining. The Deadend TUNEL kit (Promega) was used to label apoptotic cells as previously described [21]. For cell counting in ImageJ [25, 26], images of z stacks of 10 steps 1 μ apart were used. For cell counting for each cell type, total cell numbers were determined by counting nuclei (DAPI). For cytoplasmic (IBA1 and GFAP) and cell surface (PDGFRA) antigens, a cell was considered positive if the signal surrounded the nucleus. For IBA1, GFAP, and OLIG2, PDGFA cell counts data are presented as the percent of total cells positive for the marker of interest (e.g., number of IBA1^+^ cells divided by the total number of cells times 100%). For IBA1 cell counts in the midbrain and brainstem, 10 60× fields were counted per brain region per mouse. For OLIG2, PDGFRA, or GFAP cell counting, a minimum of 1200 cells in the cerebellar white matter or cortex were counted. For IBA1^+^ cell proliferation, a minimum of 100 IBA1^+^ cells per brain region were examined per mouse. For microglial apoptosis, a minimum of 200 IBA1^+^ cells per brain region were examined per mouse.

**Table 1:** Antibodies and dilutions and utilized in this study

Primary antibodies						
Target	Host species	Catalog #	Manufacturer	Dilution	RRID	
IBA1	Rabbit	019-19741	Wako	1:200	AB_839504	
IBA1	Goat	ab48004	Abcam	1:150	AB_870576	
ARG1	Rabbit	ab91279	Abcam	1:200	AB_10674215	
MRC1 (CD206)	Rabbit	ab64693	Abcam	1:1000	AB_1523910	
Ki67	Mouse	550609	BD Biosciences	1:200	AB_393778	
OLIG2	Rabbit	AB9610	Millipore Sigma	1:150	AB_570666	
GFAP	Chicken	ab4674	Abcam	1:200	AB_304558	
GFAP	Rabbit	ab7260	Abcam	1:100	AB_305808	
CSF1	Goat	AF416	R&D systems	1:25	AB_355351	
PDGFRA	Goat	AF1062	R&D systems	1:200	AB_2236897	
Secondary antibodies						
Target	Host species	Catalog #	Manufacturer	Dilution	RRID	Conjugation
Anti-mouse	Goat	ab97239	Abcam	1:200	AB_10680851	FITC
Anti-rabbit	Donkey	ab150076	Abcam	1:200	AB_2782993	Alexa 594
Anti-chicken	Goat	ab150175	Abcam	1:200	AB_2732800	Alexa 647
Anti-goat	Donkey	ab150129	Abcam	1:250	AB_2687506	Alexa 488
Anti-goat	Donkey	A21447	Invitrogen	1:200	AB_141884	Alexa 647
Anti-mouse	Horse	MKB-2225	Vector Laboratories	1:250	AB_2336564	biotin^a^

^a^ Followed by 1 h incubation in Streptavidin-FITC (eBioscience, 11-4317-87) at 1:100 dilution

*RRID* Research Resource Identifier

### Statistics

With the exception of RNA-seq analysis, Prism (GraphPad) was used to perform statistical analyses and to produce graphs. All data were analyzed by unpaired, two-tailed *t* test with the exception of brainstem 6-month apoptotic cells which were analyzed by Wilcoxon signed-rank test. In all figures, error bars indicate standard deviation. Unless otherwise indicated, *n* = 3 to 4 mice per group.

### RNA isolation from half brain hemispheres

Tissue was homogenized in TRIzol and purified using the TRIzol Plus RNA Purification Kit (Thermo Fisher) including an on-column DNAse digestion. Post-isolation, the TURBO DNA free kit (Thermo Fisher) was used to eliminate any residual contaminating genomic DNA before further analysis.

### Reverse transcription, qualitative PCR (RT-qPCR)

cDNA was generated with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher). Real-time PCR was completed using Step One Plus Real-Time PCR System and Power UP SYBR green (Applied Biosystems). Gene expression was normalized to *Tbp* and 2^−ΔCt^values were calculated. Primers sequences are provided in Table 2. Data in figures are presented as relative expression levels compared to control mice which are normalized to one.

**Table 2:** Primers utilized in this study

Gene	Forward primer 5′-3′	Reverse primer 5′-3′
*Arg1*	AGACATCGTGTACATTGGCTTGCG	CCCAGCTTGTCTACTTCAGTCATGGA
*C3*	ACAAGAACACCCTCATCATCTAC	GGCTGGATAAGTCCCACATT
*Csf1*	GGCATCATCCTAGTCTTGCTG	ACCTGTCTGTCCTCATCCT
*Gfap*	ACATGCAAGAGACAGAGGAGTGGT	AGTCGTTAGCTTCGTGCTTGGCTT
*Mog*	GCTTCTTCAGAGACCACTCTT	GATAGGCACAAGTGCGATGA
Mrc1 *	TATCTCTGTCATCCCTGTCTCT	CAAGTTGCCGTCTGAACTGA
*Olig2*	AGCGAGCACCTCAATCTAAT	GGGATGATCTAAGCTCTCGAA
*Pdgfr alpha*	GACGAGACCATCGAGGACAT	GCCTCGGGAACTTTCTCTCT
Slc1a2 *	AAAGAATCGCCCACCACAT	CCATGCTCCTCATTCTCACAG
Tbp *	TTCACCAATGACTCCTATGACC	CAAGTTTACAGCCAAGATTCACG

* indicates primers ordered pre-designed from IDT

### Microglia enrichment

CSF1 OE or control mice (ages p14 or p15, *n* = 4 per group) were perfused with PBS following a fatal dose of pentobarbital sodium. Brains were isolated and bisected sagittally. Left brain hemispheres were formalin-fixed for other studies and microglia were enriched from the right hemisphere by pull-down utilizing CD11b-conjugated magnetic beads (Miltenyi Biotech) using published methods with the Percoll (GE Healthcare) method for myelin removal [5]. Cell pellets were suspended in TRIzol (Thermo Fisher) and RNA was purified using the TRIzol Plus Purification kit including an on-column DNAse digestion step (Thermo Fisher).

### RNA sequencing (RNA-seq)

RNA quality and quantity were assayed with the RNA 6000 Pico Kit (Agilent) and Quant-iT RiboGreen RNA Assay Kit (Thermo Fisher). Libraries for RNA-seq were generated using the TruSeq RNA Library Prep Kit v2 (Illumina). 2X125 reads were obtained from one lane of the HiSeq 2500 system (Illumina).

### RNA-seq data analysis

Reads were mapped back to the genome using the short read aligner Bowtie v1.0.0 [6], followed by RSEM v1.2.7 [7] to estimate gene expression. Analyses were carried out in R [8], a publicly available statistical analysis environment. Specific software packages were obtained from Bioconductor [9] unless otherwise noted. EBSeq v1.14.0 [10] was used with default parameters to calculate the posterior probability of a gene being differentially expressed (DE). A gene was identified as being DE if its posterior probability exceeded 0.95 (which controls the overall False Discovery Rate (FDR) at 5%) and the posterior fold change (estimated from the empirical Bayes model) was less than 0.7 (or greater than 1.43 (1/0.7)).

Functional annotations were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [27, 28], and data presented are terms with Benjamini–Hochberg corrected *p* values < 0.05 to control the FDR at 5%.

## Results

### Proliferation rates of IBA1^+^ cells decline over time in CSF1 OE mice

Previously, an increased rate of IBA1^+^ microglial proliferation and increased IBA1^+^ microglial numbers were observed in young adult CSF1 OE mice compared to controls [21]. Continued expansion of IBA1^+^ cells could have detrimental effects in the CNS; therefore, it was hypothesized that responses to CSF1 overexpression would need to change over time. To examine if adaptation to increased CSF1 levels occurs over time, IBA1^+^ cell counts and proliferation rates were examined in young and aged CSF1 OE and control mice (representative images in Supplemental Figure 1). To be consistent with a past study of CSF1 OE mice, IBA1 counts were performed in the brain stem and midbrain, two regions known to harbor high levels of CSF1 transgene expression [21]. IBA1 counts confirmed that IBA1^+^ cell numbers were increased in CSF1 OE mice compared to controls at all ages examined (Fig. 1A). Next, Ki67 staining was used to identify proliferating IBA1^+^ cells. At both p14 and 6 months, microglial proliferation rates were higher in CSF1 OE mice compared to controls, but by 1 year of age, microglial proliferation rates were equivalent (Fig. 1B). This difference in aged mice is not due to transgene silencing as RT-qPCR detects approximately 2.5-fold increased *Csf1* expression in p14 CSF1 OE mice compared to control, and an approximately 3-fold increase in *Csf1* expression in 1-year-old CSF1 OE mice compared to 1-year-old control mice (Supplemental Figure 2A and 2B). Additionally, EGFP (encoded as part of the TRE-CSF1 transgene) and CSF1 proteins are also readily detected in 1-year-old CSF1 OE mice (Supplemental Figure 2C and 2D). TUNEL analysis indicates that CSF1 OE does not influence apoptosis rates (Fig. 1C; representative images in Supplemental Figure 3), indicating that downregulation of the proliferative response likely constrains IBA1^+^ cell expansion in CSF1 OE mice.

**Fig. 1:**
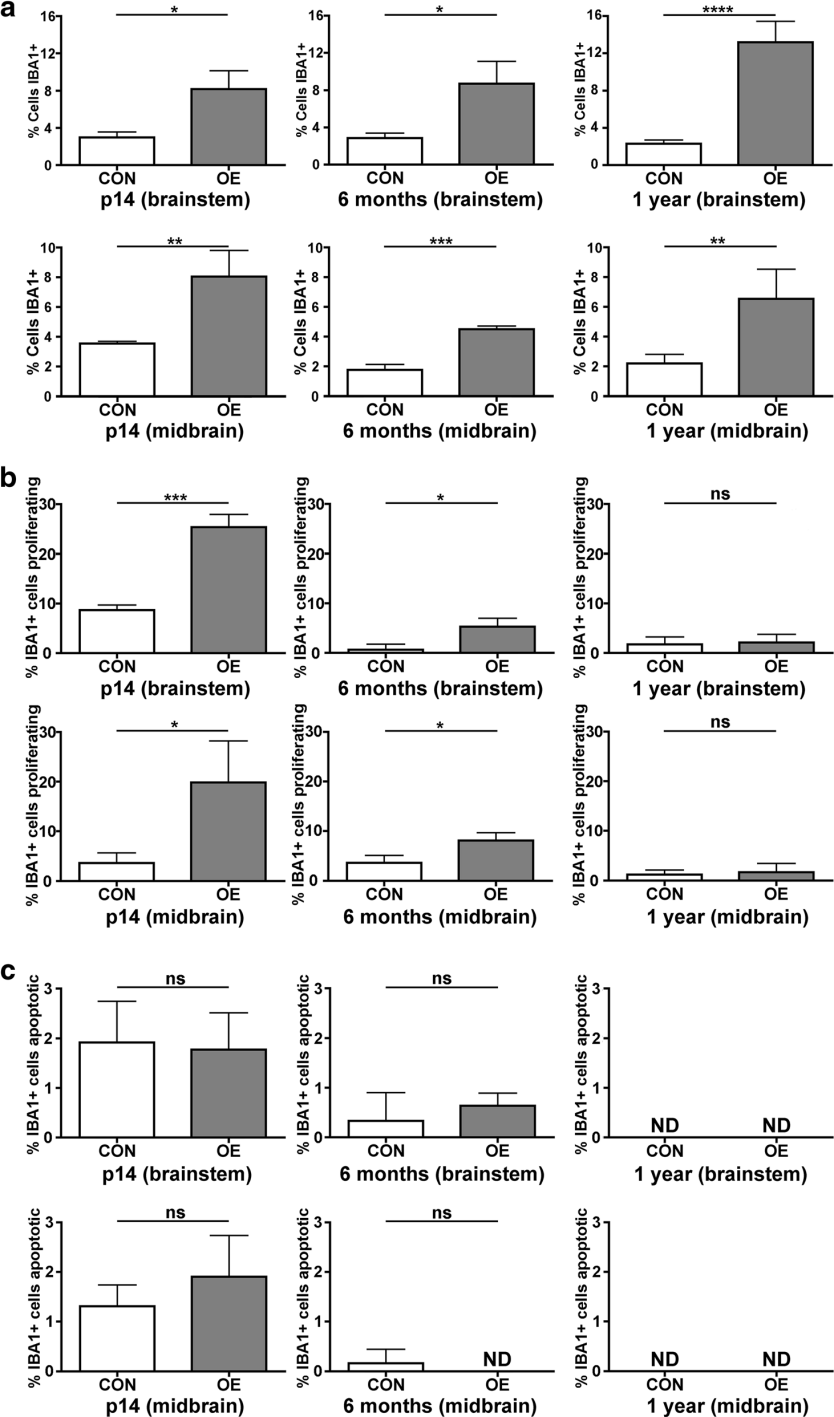
A decline in proliferation rate constrains IBA1^+^ cell numbers as CSF1 OE mice age. Cells were quantified in both the brainstem and midbrain for both control (CON, white bars) and CSF1 OE (OE, grey bars) mice. **A** Quantification of the percent of cells that are IBA1^+^. **B** Quantification of the percent of IBA1^+^ cells that are proliferating (Ki67^+^). **C** Quantification of the percent of IBA1^+^ cells that are apoptotic (TUNEL^+^ IBA1^+^). ND = none detected. ns = non-significant (*p* < 0.05); *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001 by unpaired, two-tailed *t* test with the exception of brainstem 6-month apoptotic cells which was analyzed by Wilcoxon signed-rank test

### CSF1 OE does not impact the expression of the M2 polarization markers ARG1 and MRC1, even in aged mice

Although CSF1 has been proposed to be a factor that can polarize macrophages toward an M2 phenotype [14–16], increased expression of markers of M2 polarization was not previously observed in young adult CSF1 OE mice [21]. To determine if continued exposure to CSF1 OE promotes an M2 phenotype, immunofluorescence staining was performed for two commonly used M2 markers, ARG1 and MRC1 (CD206) [13], in young and aged mice. ARG1 was not detectable in IBA1^+^ cells in either p14 or 1-year OE mice (Fig. 2A; validation of ARG1 antibody efficacy can be found in Supplemental Figure 4). MRC1 expression as detected by immunofluorescence was observed, as expected, in perivascular macrophages but was not observed in parenchymal IBA1^+^ cells in either p14 or 1-year OE mice (Fig. 2B). RT-qPCR also did not detect a difference in *Arg1* (Fig. 2C) or *Mrc1* (Fig. 2D) expression between the brains of control and CSF1 OE mice at either p14 or 1 year. Taken together, this data provides additional evidence that CSF1 as the only stimulus does not impact microglial polarization toward an M2 phenotype in vivo.

**Fig. 2:**
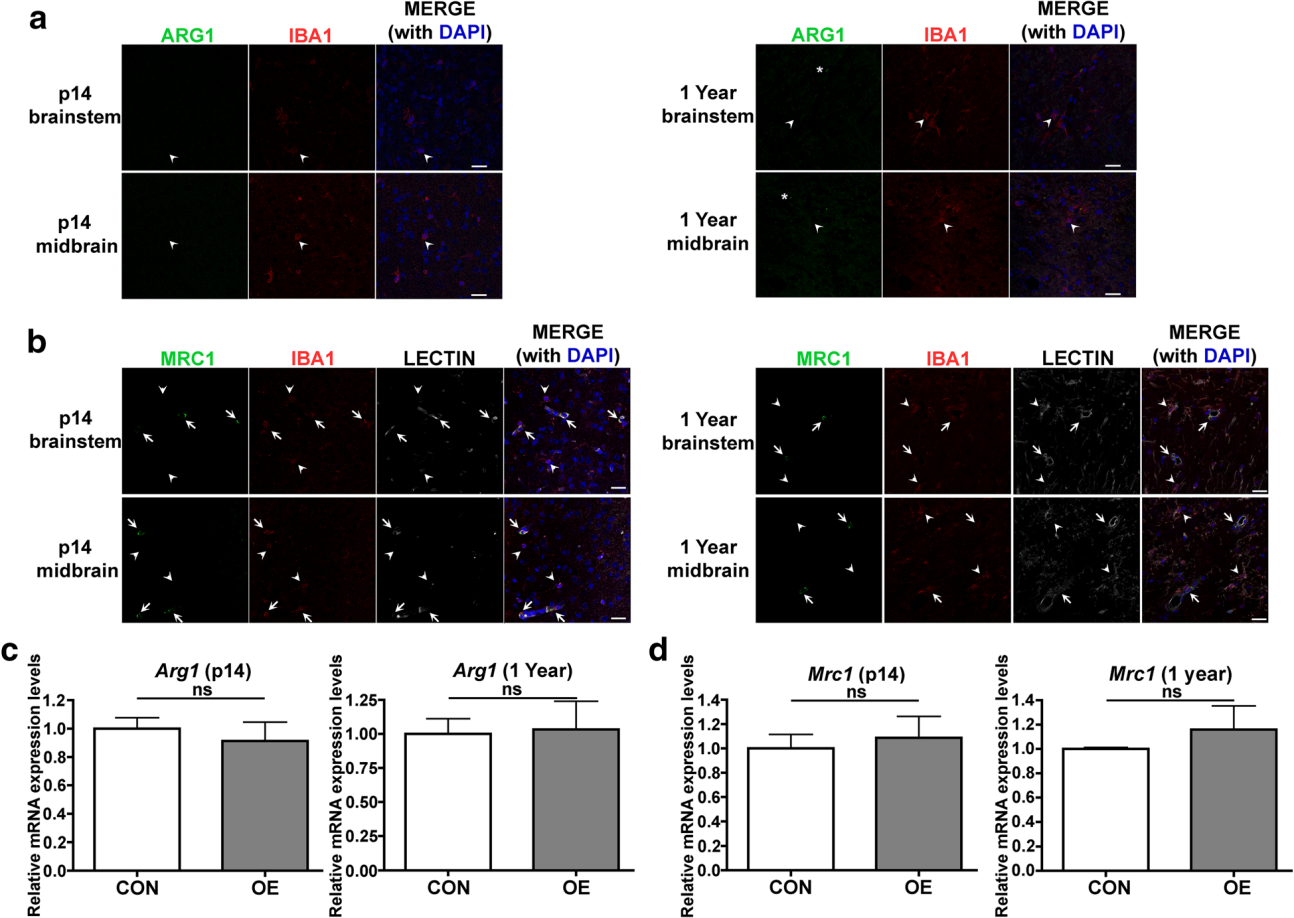
CSF1 OE does not increase expression of M2 markers, even in aged mice. **A** Representative images of immunofluorescence for ARG1 (green) with IBA1 (red) in the indicated brain regions in CSF1 OE mice at p14 and 1 year. DAPI (blue) is also shown in the merged image. Arrowheads indicate examples of IBA1^+^ ARG1^−^ cells while an asterisk indicates an example of lipofuscin autofluorescence that was also visible in additional channels (not shown). **B** Representative images of immunofluorescence for MRC1 (CD206) (green) with IBA1 (red) in the indicated brain regions in CSF1 OE mice at p14 and 1 year. Arrowheads indicate examples of IBA1^+^ MRC1^−^ parenchymal microglia and arrows indicate MRC1^+^ perivascular macrophages residing next to blood vessels that stain with lectin (in white, lectin staining is also present as expected in microglia). DAPI (blue) is also shown in the merged image. Scale bars = 25 μ. RT-qPCR for *Arg1* (**C**) and *Mrc1* (**D**) in p14 and 1-year mice on mRNA isolated from half brain hemispheres of control (CON, white shaded bars) or CSF1 OE (OE, grey shaded bars) mice. ns = non-significant (*p* > 0.05), unpaired, two-tailed *t* test

### CSF1 OE impacts the expression of genes involved in translation and the immune response in microglia

To further examine the impact of CSF1 OE on microglia, CD11b-conjugated magnetic beads were used to enrich for microglia in CSF1 OE or control mice for RNA-seq. 

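The mice were 14 or 15 days old, and 4 CSF1 OE and 4 control mice gave 1 library each. CD11b is a surface protein of microglia and of other myeloid cells. The authors mapped paired-end reads with Bowtie and assigned them to genes with RSEM, which divides a read that fits several genes between them. The deposited values are the resulting expected counts per gene symbol and mouse, without normalization, and a table of the same values divided by 1 size factor per mouse. Between 20.8% and 26.5% of the expected counts of a library were not whole numbers. The paper's text does not name the genome build or the annotation. Total counts ranged from 12908195 to 15475488 in control mice, with a median of 14926703, and from 12053280 to 14356538 in CSF1 OE mice, with a median of 13146102. The log2 totals of the genotypes differed by -0.14 (two-sided exact permutation test, p = 0.143, where 4 mice against 4 allow no p below 0.0286). The expected counts were rounded and compared with the quasi-likelihood test of edgeR after TMM normalization, over the 13407 genes that edgeR's filter on low counts kept. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change under 0.7 or over 1.43, which are the fold thresholds of the paper. The paper's own calls came from EBSeq, which was not run here. Expression is given as CPM, the count scaled to the TMM-normalized library size, as the mean ± SD of the 4 mice of a genotype. All log2 fold changes are CSF1 OE against control, and positions are those of GENCODE M21 on GRCm38.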

Three hundred fourteen genes were found to be differentially expressed between control and CSF1 OE (Fig. 3A and Supplemental Table 1). 

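With edgeR, 59 genes were called differentially expressed, 68 had an adjusted p under 0.05 at any fold change, and 2214 had an unadjusted p under 0.05. The values of the genotypes did not overlap in 1379 genes, which is 10.3% of the genes tested, where chance gives 2.86%. The lowest adjusted p belonged to *Axl* and *Apob*. *Axl*, on chromosome 7 from 25757273 to 25788705, had 27.0 ± 1.90 CPM in control and 124 ± 26.4 CPM in CSF1 OE mice (n = 4 each). Its log2 fold change was 2.20 (standard error 0.16, adjusted p = 0.00160 from edgeR). *Apob*, on chromosome 12 from 7977648 to 8016835, fell from 39.0 ± 4.21 CPM to 9.89 ± 1.73 CPM, a log2 fold change of -1.98 (standard error 0.14, adjusted p = 0.00160 from edgeR). The number of called genes depended on single mice, with 164 genes called without control mouse 1827 and 3 without control mouse 1872 or without control mouse 1874. The alternative that moved the number most was a term for the range of animal numbers, with 1274 genes. A negative binomial-beta model written for this work, of the form that EBSeq uses, called 292 genes at a posterior probability over 0.95.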

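Hierarchical clustering of the 8 libraries was repeated with complete linkage on Euclidean distances between z scores of log2 CPM. Over the genes called by edgeR, which were selected for a difference between the genotypes, the tree divided into 2 clusters that held 8 of 8 libraries with their own genotype. Over all genes tested, 5 of 8 libraries fell with their own genotype, and over the 500 most variable genes 4 of 8 did, or 6 of 8 if both genotypes may fall mostly in 1 cluster. The first principal component of all genes tested held 49.8% of the variance, and the genotypes overlapped on it (two-sided exact permutation test, p = 0.343). Within each of the 2 ranges of animal numbers, every CSF1 OE value lay on 1 side of every control value, the same in both ranges. An exact permutation test within the ranges, chosen after the data had been seen, gave p = 0.0625, the smallest that its 16 assignments can give. The second component held 18.4% and separated them (exact permutation test, p = 0.0286).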

Hierarchical clustering found that samples of the same genotype grouped together. No commonly used markers for M2 phenotypes [29, 30] had increased expression in CSF1 OE microglia, and two (*Ccl24* and *Retnla* (*Fizz1*)) had decreased expression compared to control. 

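*Ccl24*, on chromosome 5 from 135569937 to 135573049, had 40.1 ± 7.06 CPM in control and 21.8 ± 6.56 CPM in CSF1 OE mice (n = 4 each) and was lower in 4 of 4 CSF1 OE mice than in every control mouse. Its log2 fold change was -0.88 (standard error 0.22, adjusted p = 0.108 from edgeR). *Retnla*, on chromosome 16 from 48842551 to 48844461, had 21.7 ± 7.08 CPM in control and 8.77 ± 3.38 CPM in CSF1 OE mice, and the groups overlapped. Its log2 fold change was -1.31 (standard error 0.31, adjusted p = 0.0899 from edgeR). Neither gene was called by edgeR. The paper's text gives no list of M2 markers, so a list of 20 was written for this work, of which 17 were tested. In that list, 4 tested genes also belong to a list of border macrophage genes, and 2 are in the study's table of differentially expressed genes, of which the copy used here holds 313 and the paper counts 314. Of the 17 genes, 14 were lower and 3 higher in CSF1 OE, and the number lower ranged from 12 to 15 of 17 over the alternatives that tested all of them. No M2 marker was called by edgeR with all 8 mice and no covariate. Of the 17, 9 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone, of which 5 were lower and the rest higher. Passing over the list alone is not independent evidence for the genes the study picked. DESeq2's size factors and Wald test called 5, all lower, as did both forms of a covariate for other cell types, added after the data had been seen. Without control mouse 1827, 3 were called, all lower, and 0 in the other fits with a mouse left out. The term for animal numbers gave 2, of which 1 was higher, and the negative binomial-beta model 1, which was lower. The largest rise was that of *Il4ra*, with a log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.149 from edgeR), below the fold threshold although it was higher in 4 of 4 CSF1 OE mice. *Il4ra* was called higher with the term for animal numbers (log2 fold change 0.56, adjusted p = 0.0273 from edgeR, in a range from 0.0228 to 0.360 over its alternatives). The median log2 fold change of the list was -0.42 (adjusted p = 0.00104 from limma's camera with a preset correlation of 0.01). Without CSF1 OE mouse 2019 the median was -0.92, and the camera result did not hold with the term for animal numbers (adjusted p = 0.190 from limma, in a range from 1.77e-05 to 0.190). The camera result also did not hold under fry (adjusted p = 0.113 from limma) or under an estimated correlation (adjusted p = 0.338 from limma). Of the camera calls at the other claims, those for the ribosomal protein, interferon-regulated, MHC class I and Oas lists held under fry, and none held under an estimated correlation.

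**Figure D1:**
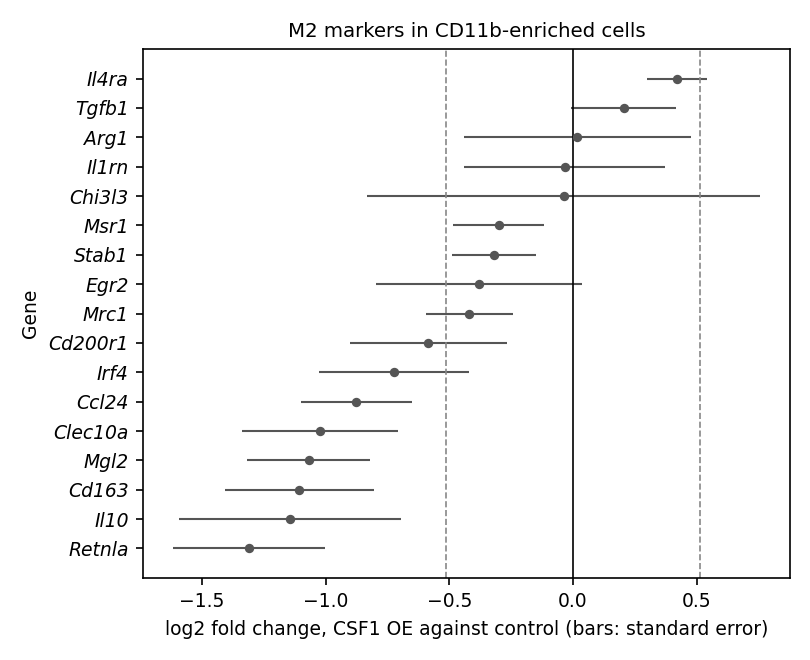
Log2 fold change of the 17 tested M2 markers in CSF1 OE against control mice, 1 point per gene with its standard error from edgeR (4 mice per genotype). The solid line marks no change and the dashed lines the fold thresholds of 0.7 and 1.43, and the values run from -1.31 for *Retnla* to 0.42 for *Il4ra*.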

To determine which cellular processes are impacted when microglia are exposed to CSF1 overexpression, functional annotation was performed using DAVID (Fig. 3B). Most GO biological process (bp) terms enriched in differentially expressed genes were related to either translation or immune system activities. Transcripts encoding multiple cytoplasmic ribosomal proteins were upregulated in CSF1 OE while several additional subunits had increased expression in CSF1 OE microglia but did not meet the threshold to be considered differentially expressed (data not shown). 

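Of 85 gene symbols of cytoplasmic ribosomal proteins, 81 were tested and 81 of 81 were higher in CSF1 OE, with log2 fold changes from 0.18 to 0.68 and a median of 0.49. The CSF1 OE values lay above every control value in 77 of them, where chance separates the groups in 2.86% of genes. No gene of the list belongs to another list, and 30 are in the study's table, so the list is not independent of these libraries. With edgeR, 19 were called, and 62 were higher without being called. The fold change passed the threshold in 31 of the 81, and 79 passed when adjusted over the list alone. *Rpl32* had the largest rise, from 303 ± 20.0 CPM to 485 ± 29.0 CPM (n = 4 each), with a log2 fold change of 0.68 (standard error 0.088, adjusted p = 0.0322 from edgeR). As a set, the list had an adjusted p of 4.41e-62 from limma's camera and 0.00136 from limma's fry. With each mouse left out in turn the median stayed between 0.47 and 0.54, while the number called ran from 0 to 34, with 34 without control mouse 1827. Where none was called, from 79 to 80 had an unadjusted p under 0.05. The alternative that moved the median most, apart from leaving out a mouse, was the first form of a covariate for other cell types, with 0.53. All 81 rose under each scaling alternative, and 80 did with each of the 3 covariates that were added after the data had been seen.

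**Figure D2:**
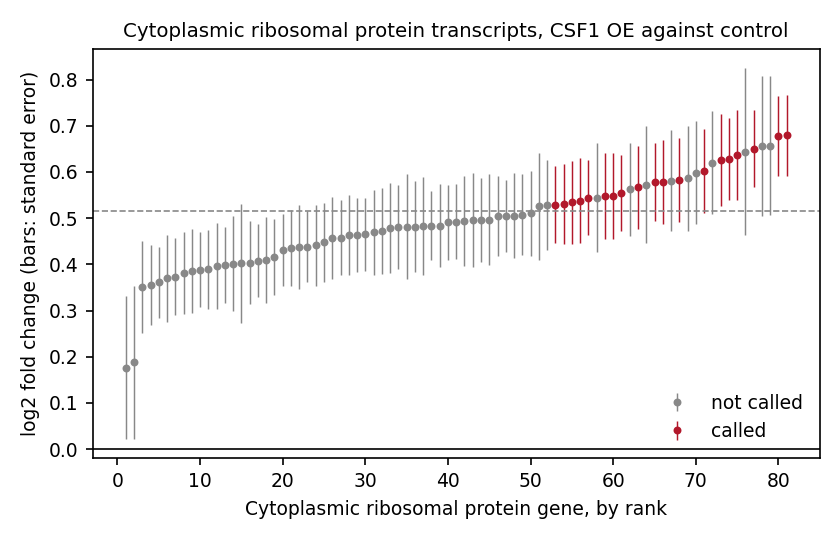
Log2 fold change of 81 cytoplasmic ribosomal protein genes in CSF1 OE against control mice, ordered by size, with standard errors from edgeR (4 mice per genotype). The 19 called genes are red, the dashed line marks the upper fold threshold, and every point lies above 0, as under each scaling alternative.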

Other genes involved in ribosome biogenesis or translation, including *Eef1b2*, *Rbm3*, *Nhp2*, and *Npm1*, were also upregulated in CSF1 OE microglia. 

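The 4 genes were each higher in 4 of 4 CSF1 OE mice than in every control mouse, and all 4 are in the study's table, so they are not independent evidence. *Eef1b2* (chromosome 1) rose from 232 ± 16.9 to 333 ± 19.8 CPM, a log2 fold change of 0.52 (standard error 0.086, adjusted p = 0.0492 from edgeR). *Npm1* (chromosome 11) rose from 315 ± 26.8 to 471 ± 24.1 CPM, a log2 fold change of 0.58 (standard error 0.091, adjusted p = 0.0431 from edgeR). Both were called, close to the threshold. Neither was called with upper-quartile factors (adjusted p = 0.0530 for both, from edgeR), with the trend on length and GC content removed, with a covariate for heat shock genes that was added after the data had been seen, or without any 1 of control mice 1872, 1874 and 1934 and CSF1 OE mice 1931, 1932 and 1936. *Npm1* was also not called without CSF1 OE mouse 2019, and *Eef1b2* was not with no filter beyond any count, at least 10 counts in every library, a robust prior or the term for animal numbers. Over the alternatives the adjusted p ran from 2.71e-08 to 0.186 for *Eef1b2* and from 3.23e-09 to 0.183 for *Npm1*. *Rbm3* (chromosome X) rose from 191 ± 42.7 to 318 ± 40.4 CPM, with a log2 fold change of 0.73 (standard error 0.16, adjusted p = 0.0769 from edgeR), and was not called. *Nhp2* (chromosome 11) rose from 21.3 ± 3.62 to 33.5 ± 5.77 CPM, with a log2 fold change of 0.65 (standard error 0.16, adjusted p = 0.102 from edgeR), and was not called. All 4 passed when adjusted over the list alone, and their median was 0.62 (adjusted p = 4.15e-06 from limma's camera, which held under fry).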

Multiple genes involved in different aspects of immune responses were also differentially expressed, including both transcripts encoding secreted molecules like Cfb and cell surface receptors like TLR2. 

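*Cfb*, on chromosome 17 from 34856374 to 34862518, encodes complement factor B. It had 4.98 ± 0.817 CPM in control and 31.3 ± 9.21 CPM in CSF1 OE mice (n = 4 each), the largest rise among the genes called by edgeR, with a log2 fold change of 2.65 (standard error 0.23, adjusted p = 0.00545 from edgeR). It was called with each mouse left out in turn, with log2 fold changes from 2.49 to 2.79. *Tlr2*, on chromosome 3 from 83836272 to 83841767, had 257 ± 36.1 CPM in control and 456 ± 92.8 CPM in CSF1 OE mice, a log2 fold change of 0.83 (standard error 0.16, adjusted p = 0.0558 from edgeR). It was higher in 4 of 4 CSF1 OE mice than in every control mouse but was not called. As a list, *Cfb*, *Tlr2* and *Usp18*, which are all in the study's table and of which 1 belongs to another list, had a median of 2.08 (adjusted p = 5.09e-06 from limma's camera, which held under fry), and 3 passed when adjusted over the list alone.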

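Of 24 symbols of MHC class I genes, 12 were tested, and all 12 were higher in CSF1 OE mice under each scaling alternative. None belongs to another list, and 6 are in the study's table of differentially expressed genes. The median log2 fold change was 0.66 (adjusted p = 1.01e-09 from limma's camera, 0.00659 from limma's fry). With edgeR 2 genes were called, and 10 passed when adjusted over the list alone, which is not independent evidence for the genes the study picked. The number called was 0 without control mouse 1872 or 1874, with 10 at an unadjusted p under 0.05, 4 without CSF1 OE mouse 2019 and 7 with DESeq2's size factors and Wald test. *H2-K1* rose from between 112 and 135 CPM in the control mice to 235 ± 18.9 CPM (n = 4 each), a log2 fold change of 0.91 (standard error 0.093, adjusted p = 0.0111 from edgeR). *H2-D1* rose from 286 ± 25.4 to 475 ± 40.3 CPM, a log2 fold change of 0.73 (standard error 0.10, adjusted p = 0.0365 from edgeR). Without control mouse 1872 or 1874 neither was called, and *H2-D1* was also not called without control mouse 1934 or CSF1 OE mouse 1931, 1932 or 1936, or with a covariate for heat shock genes, added after the data had been seen. Class I genes are paralogs that share reads. Their summed count, which does not depend on how reads were divided among them, rose from 586 ± 51.6 to 990.1 ± 80.5 CPM (two-sided exact permutation test, p = 0.0286). With the heat shock covariate *H2-Q2* fell and the other 11 rose. Of 11 Oas family symbols, 7 were tested, of which 6 also belong to a list of interferon-regulated genes and 3 are in the study's table. All 7 were higher, with a median log2 fold change of 1.81 (adjusted p = 2.50e-06 from limma's camera), and all 7 passed when adjusted over the list alone. None was called by edgeR over all genes, although 7 had an unadjusted p under 0.05. *Oas1a* had a log2 fold change of 1.95 (standard error 0.37, adjusted p = 0.0558 from edgeR). *Usp18*, on chromosome 6 from 121245906 to 121270917, rose from 2.59 ± 1.17 to 10.9 ± 4.79 CPM, a log2 fold change of 2.08 (standard error 0.39, adjusted p = 0.0558 from edgeR). It was higher in 4 of 4 CSF1 OE mice than in every control mouse and was not called.

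**Figure D3:**
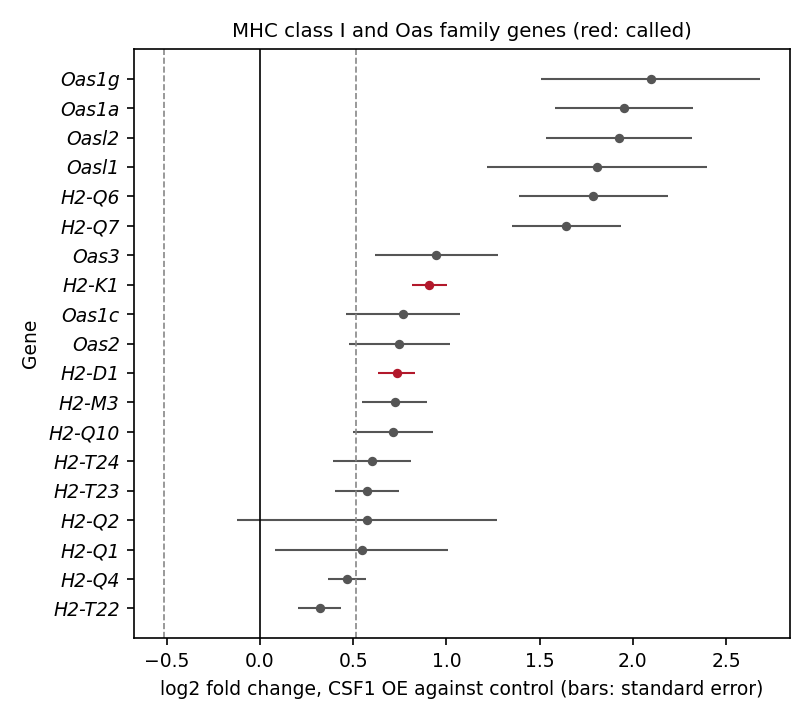
Log2 fold change of 12 MHC class I and 7 Oas family genes in CSF1 OE against control mice, with standard errors from edgeR (4 mice per genotype). Red points are the 2 called genes, *H2-K1* and *H2-D1*, the dashed lines are the fold thresholds, and every point lies above 0, as under each scaling alternative.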

*MHC class I* genes and additional interferon-regulated genes such as *Oas* family members and *Usp18* were also upregulated in microglia from CSF1 OE mice. In summary, RNA-seq data support the lack of increased expression of M2 polarization markers in microglia exposed to CSF1 OE; and also indicate that CSF1 OE exposed microglia do have some phenotypic differences from control microglia.

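In the same libraries the M2 marker *Mrc1* had 1097 ± 196 CPM in control and 821 ± 149.6 CPM in CSF1 OE mice (n = 4 each). Its log2 fold change was -0.42 (standard error 0.18, adjusted p = 0.279 from edgeR). *Mrc1* also belongs to the list of border macrophage genes, cells that carry CD11b too. By immunostaining, the paper found MRC1 in perivascular macrophages and not in parenchymal IBA1+ cells. The level of *Mrc1* here therefore cannot be assigned to microglia. *Arg1* had 0.849 ± 0.477 CPM in control and 0.867 ± 0.224 CPM in CSF1 OE mice, from 5 to 24 counts per library.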

**Fig. 3:**
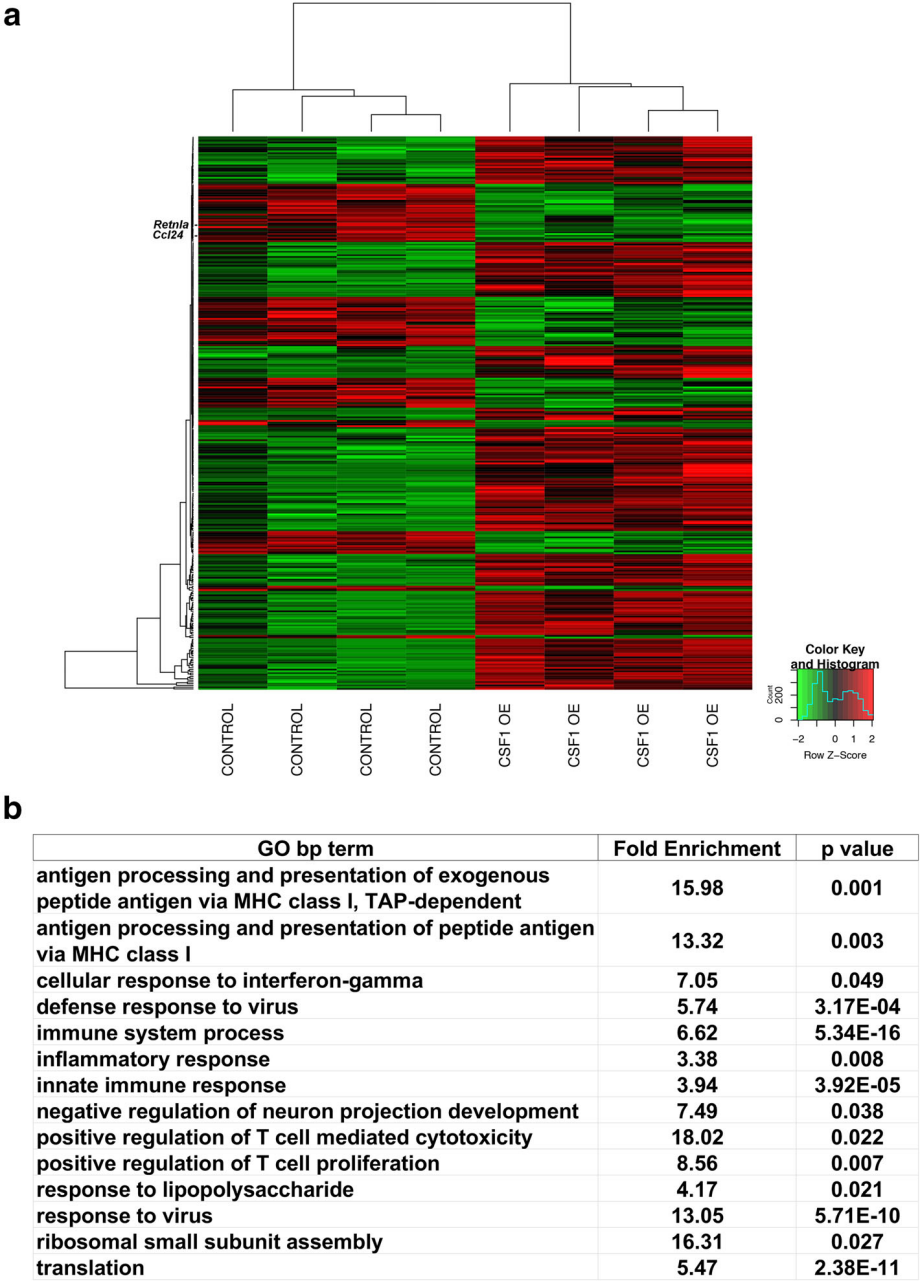
**A** Heatmap of 314 differentially expressed genes for control versus CSF1 OE samples. Each row represents a single gene, while each column represents a sample. Two hundred fourteen genes are upregulated (shown in red) in the CSF1 OE condition and one hundred are downregulated (shown in green). Genes are shown in the order depicted in Supplemental Table 1, and the rows for the M2 markers *Ccl24* and *Retnla* are indicated. **B** GO terms enriched in differentially expressed genes between microglia from CSF1 OE and control mice. Benjamini–Hochberg corrected *p* values are presented

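Of the genes called by edgeR, 52 were higher and 7 lower in CSF1 OE, so 88.1% were higher. With DESeq2's size factors and Wald test 62.3% of the called genes were higher, and with the term for animal numbers 23.8% were. The groups did not overlap in any called gene. After *Cfb*, the largest rises were those of *Gpnmb* (log2 fold change 2.49), *Axl*, *Zbp1* (2.06) and *I830012O16Rik* (1.99). The largest falls after *Apob* were those of *Klf12* (log2 fold change -1.07), *Jag1* (-0.99), *Ackr3* (-0.97) and *Tmem204* (-0.96). *Gpnmb* had 14.0 ± 3.29 CPM in control and 78.4 ± 46.8 CPM in CSF1 OE mice (n = 4 each, standard error 0.41, adjusted p = 0.0492 from edgeR). Over the 19 alternatives with an adjusted p, that of *Cfb*, *Axl* and *Apob* was under 0.05 in all 19. For *Gpnmb*, *I830012O16Rik*, *Jag1* and *Klf12* it was under 0.05 in 9, 8, 7 and 6 of them. The numbers were 12 for *Zbp1*, 13 for *Ackr3* and 14 for *Tmem204*.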

### CSF1 OE does not increase the expression of oligodendrocyte lineage markers

There are several lines of evidence indicating that normal microglia influence oligodendrogenesis [23, 24]. To determine if CSF1 overexpression impacts oligodendrocyte lineage cells, OLIG2^+^; PDGFRA^+^ oligodendrocyte precursor cells (OPCs) as well as maturing or mature oligodendrocyte lineage (OLIG2^+^; PDGFRA^−^) cells were quantified in the cerebellar white matter of CSF1 OE and control mice. This region was chosen because OLIG2^+^ cells were robustly depleted there in neonatal mice treated with a CSF1R inhibitor [9], and increased numbers of microglia were also observed in this brain region in both p14 and 1-year CSF1 OE mice compared to controls (Supplemental Figure 5). There were no differences in OLIG2^+^; PDGFRA^+^ or OLIG2^+^; PDGFRA^−^ cells in CSF1 OE mice compared to controls at either age (Fig. 4A, B; representative images in Supplemental Figure 6), and the proliferation rates of these cell types were also not statistically different between groups (Supplemental Figure 7). Similar results were found in the cortex (Supplemental Figure 8). Furthermore, RT-qPCR for markers of both oligodendrocyte precursor cells (*Pdgfra* and *Olig2*) as well as mature oligodendrocytes (*Mog*) did not detect differences between CSF1 OE and control mice (Fig. 4C) at either p14 or 1 year. Therefore, CSF1 OE and the resulting increase in IBA1^+^ cells do not appear to impact oligodendrocyte lineage cells.

**Fig. 4:**
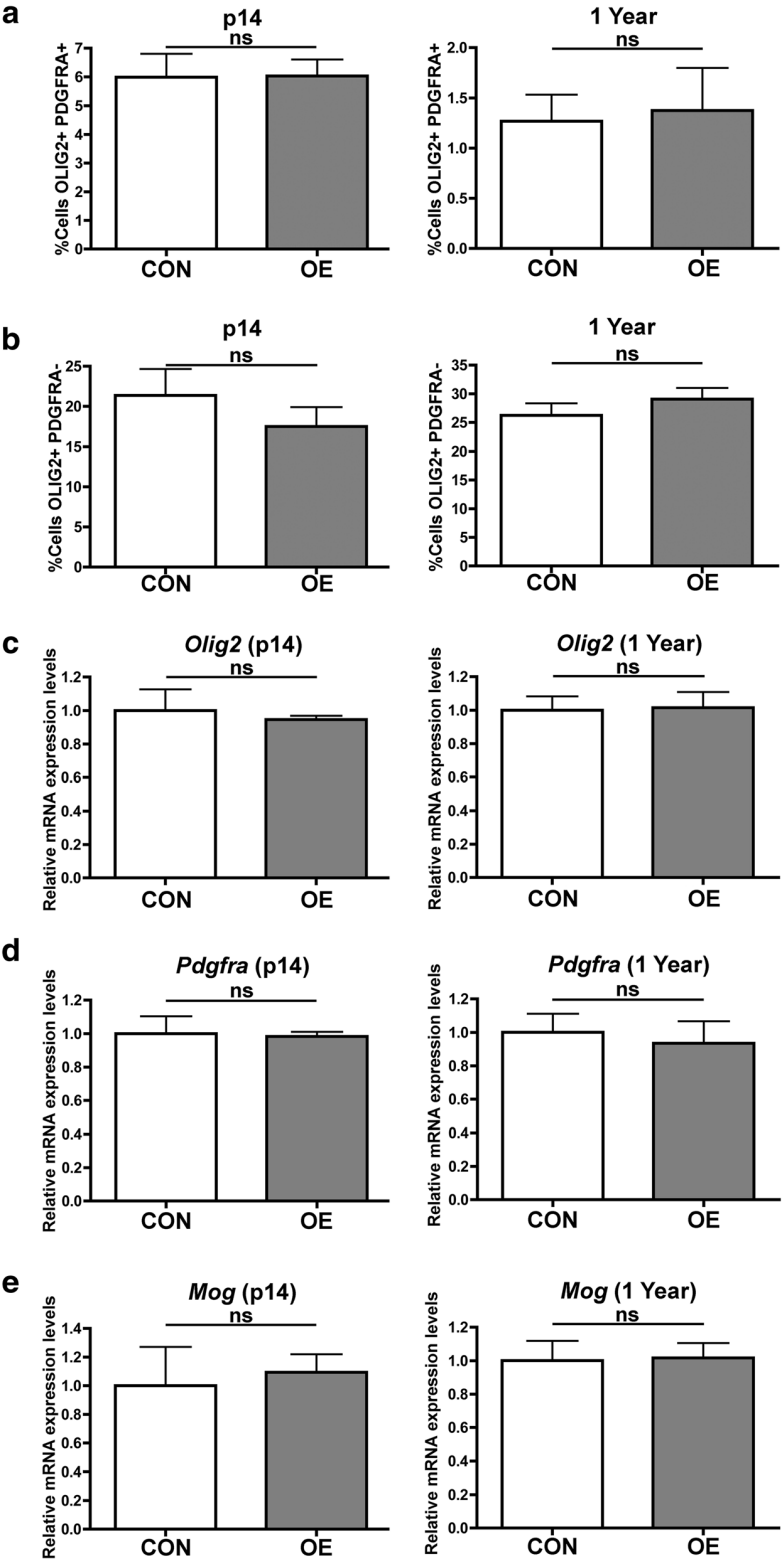
CSF1 OE does not impact the expression of genes expressed in the oligodendrocyte lineage. Quantification of the percent of cells that are OPCs (OLIG2^+^; PDGFRA^+^) (**A**) or mature or maturing oligodendrocytes (OLIG2^+^; PDGFRA^−^) (**B**) in the cerebellar white matter of control (CON, white shaded bars) or CSF1 OE (OE, grey shaded bars) at p14 and 1 year. RT-qPCR for *Pdgfra* (**C**), *Olig2* (**D**), and *Mog* (**E**) on mRNA isolated from half brain hemispheres of control (CON, white shaded bars) or CSF1 OE (OE, grey shaded bars) mice at p14 and 1 year. ns = non-significant (*p* > 0.05), unpaired, two-tailed *t* test

### CSF1 OE does not impact the expression of astrocyte markers

Some studies of CSF1R inhibitors have observed increased expression of astrocytic markers such as *Gfap* in response to the drug [8], and activated microglia have been shown to induce the formation of “A1”-activated astrocytes [31]. To determine if increasing CSF1 levels and microglia would also impact GFAP^+^ astrocyte numbers, GFAP^+^ cells were also quantified in the cerebellar white matter of CSF1 OE and control mice. No differences were observed in the percentage of cells that are GFAP^+^ in between the two groups at both p14 and 1 year (Fig. 5A; representative images in Supplemental Figure 9). Proliferating (Ki67^+^) GFAP^+^ astrocytes were very rare in p14 mice and not detected in 1-year-old mice (data not shown). Furthermore, no differences in expression of *Gfap* or *Slc1a2* (also known as *Glt1*, a glutamate transporter with enriched expression in astrocytes) were detected by RT-qPCR between CSF1 OE and control mice at either p14 or 1 year (Fig. 5B, C). Additionally, CSF1 OE did not impact expression levels of the “A1” astrocyte marker *C3* at either p14 or 1 year of age (Fig. 5D). Therefore, CSF1 OE and the resulting increase in IBA1^+^ cells do not appear to promote GFAP^+^ astrocyte expansion or activation.

**Fig. 5:**
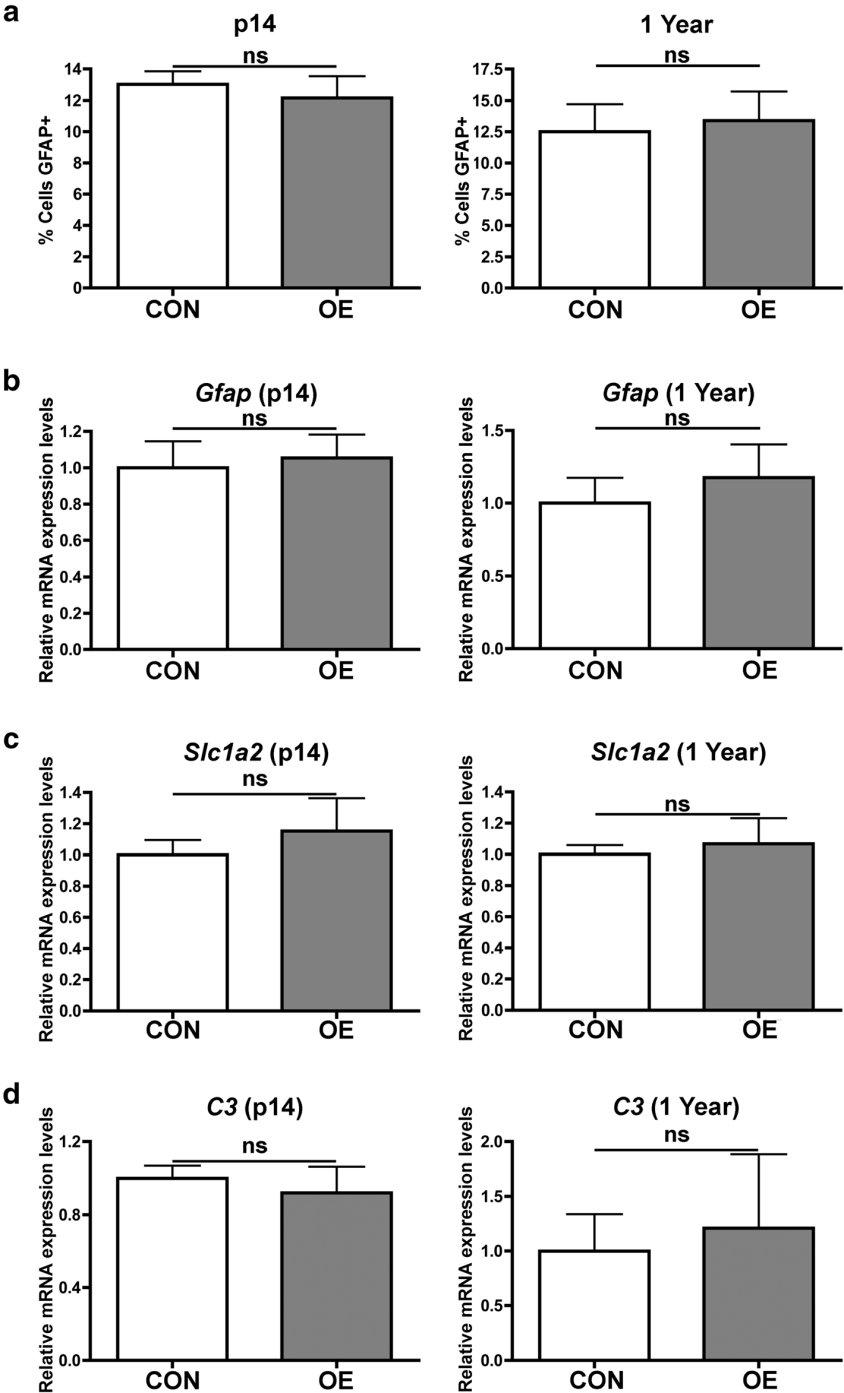
CSF1 OE does not impact the expression of astrocytic genes. **A** Quantification of the percent of cells that are GFAP^+^ astrocytes in the cerebellar white matter of control (CON, white shaded bars) or CSF1 OE (OE, grey shaded bars) at p14 and 1 year. RT-qPCR for *Gfap* (**B**), *Slc1a2* (**C**), and *C3* (**D**) on mRNA isolated from half brain hemispheres of control (CON, white shaded bars) or CSF1 OE (OE, grey shaded bars) mice at age p14 or 1 year. ns = non-significant (*p* > 0.05), unpaired, two-tailed *t* test

## Discussion

Normal adult microglial numbers have been found to be maintained by equivalent apoptotic and proliferative rates. Blocking apoptosis does increase microglial numbers, but numbers eventually stabilize [7]. Our observation that IBA1^+^ cell proliferation rates decline over time in CSF1 OE mice indicates that a similar phenomenon occurs in the presence of a pro-proliferative stimulus. It is possible that there are mechanisms in place by which the brain is capable of sensing and responding to abnormal microglial density. It is also possible that CSF1-induced proliferation eventually leads to microglial senescence [32], or that older microglia respond differently to the CSF1 mitogenic signal. Additional studies will be required to distinguish between these possibilities.

In a murine glioma model where *Csf1* expression is increased approximately 2.5-fold compared to normal brain, CSF1R inhibitors decrease expression of M2 markers including *Arg1* in GAMs [17, 18], suggesting that increased CSF1/CSF1R signaling can promote polarization toward a M2 phenotype in the diseased CNS. However, in CSF1 OE mice we do not find evidence for increased expression of the commonly used M2 polarization markers ARG1 and MRC1 (CD206), even in aged mice. Gliomas produce other factors that signal to macrophage lineage cells, so one possible explanation is that increased levels of CSF1 alone are unable to increase expression of M2 polarization genes but can do so when combined with other signals.

RNA-seq data indicates that increased CSF1 signaling influences transcription of a relatively limited number of genes in microglia, several of which are related to protein synthesis. 

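The summed count of 86 symbols of cytoplasmic ribosomal proteins, the 85 of the list and *Rps3a1*, was 26828 ± 1384 CPM in control and 37790.1 ± 2204 CPM in CSF1 OE mice (n = 4 each). All CSF1 OE sums were above all control sums (two-sided exact permutation test, p = 0.0286). The median log2 fold change of all genes tested was -0.034.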

In bone marrow-derived macrophages in vitro, CSF1 has been shown to promote protein synthesis [12] and proliferating cells require increased protein synthesis. Additionally, “cellular response to interferon gamma (IFN-γ)” is one of the GO terms enriched in microglia from CSF1 OE mice. 

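Of 39 interferon-regulated genes listed for this work, 36 were tested and all 36 were higher in CSF1 OE mice, with log2 fold changes from 0.24 to 2.63. The list was not restricted to genes regulated by IFN-γ, and the GO analysis was not repeated. In the list, 9 genes also belong to another list, and 24 are in the study's table, so its result is not independent of these libraries. The median was 1.2 (adjusted p = 1.78e-29 from limma's camera, 0.00807 from limma's fry). With edgeR 5 genes were called, and 35 passed when adjusted over the list alone. DESeq2's size factors and Wald test called 26, the term for animal numbers 24 and the negative binomial-beta model 20. The 2 forms of a covariate for other cell types gave 25 and 26. Fewer were called with upper-quartile factors (2), with the trend on length and GC content removed (4) and with the heat shock covariate (0). The CSF1 OE values lay above every control value in 27 of the 36, where chance separates the groups in 2.86%. With each mouse left out in turn the median stayed between 1.09 and 1.41, while the number called ran from 0 to 16, with 16 without control mouse 1827. Of these genes, from 32 to 35 had an unadjusted p under 0.05 in the fits that called none. *Ifi44*, with the largest rise, had 0.963 ± 0.571 CPM in control and 5.96 ± 3.32 CPM in CSF1 OE mice (n = 4 each).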

Given that IFN-γ is one of the stimuli used to polarize to a M1 phenotype [13], CSF1 OE microglia could therefore be considered to have some M1 characteristics. However, RNA-seq data indicate that the commonly used M1 marker *Nos2* (iNOS) is not differentially expressed in CSF1 OE microglia compared to control. Therefore, our data indicate that in vivo, CSF1 OE promotes a gene expression state in microglia that falls on the continuum between M1 and M2. Moreover, it is possible that CSF1 signaling is responsible for some of the previously recognized expression of interferon targets that occurs in microglia in normal mice [33]. 

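*Nos2*, on chromosome 11 from 78920787 to 78960254, had 4.90 ± 1.81 CPM in control and 3.03 ± 1.07 CPM in CSF1 OE mice (n = 4 each). Its log2 fold change was -0.69 (standard error 0.35, adjusted p = 0.367 from edgeR), and the groups overlapped. With the term for animal numbers it was called lower (adjusted p = 0.0261 from edgeR), and over its other alternatives the adjusted p was between 0.276 and 0.625. Of a list of 20 M1 markers, 14 were tested, of which 3 also belong to another list and 3 are in the study's table. The list had a median log2 fold change of 0.20 with 8 genes higher and 6 lower (adjusted p = 0.126 from limma's camera). None was called by edgeR with all 8 mice and no covariate. Of the 14, 6 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. DESeq2's size factors and Wald test called 3, as did the negative binomial-beta model, all higher. The term for animal numbers gave 4, of which 3 were higher, and both forms of a covariate for other cell types gave 2, all higher. Without control mouse 1827 or CSF1 OE mouse 1932, 1 was called higher. The number was 0 in the other fits with a mouse left out. Without CSF1 OE mouse 1932 the median was 0.37 and the list passed the threshold (adjusted p = 0.0258 from limma's camera, in a range from 0.0258 to 0.809 over the alternatives). It also passed with the term for animal numbers (median 0.46, adjusted p = 0.0404 from limma's camera) and with no filter beyond any count, in all in 3 of 21 alternatives. The mean log2 CPM of the list was higher in 4 of 4 CSF1 OE mice than in every control mouse (two-sided exact permutation test, p = 0.0286). With a covariate for other cell types that was added after the data had been seen, the median was -0.12.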

Further studies will be necessary to fully elucidate how CSF1 OE influences immune responses in the CNS.

Microglial actions are known to have impacts on the oligodendrocyte lineage. For example, microglial specific deletion of *transglutaminase 2* decreased OPC proliferation and caused a reduction in OPC and oligodendrocyte numbers in otherwise wild-type mice [23]. Our studies indicate that increasing IBA1^+^ cells does not have the converse effect. It is possible that in the normal brain, microglial actions supporting oligodendrogenesis are already “saturated” and that further increasing their number has no impact. Alternatively, CSF1 OE may produce a state in IBA1^+^ cells that renders them incapable of providing oligodendrocyte support.

Similarly, in CNS injury or disease, both increased microglial numbers and an astroglial reaction are commonly observed. We utilized the marker GFAP to examine if CSF1 OE impacts astrocyte numbers. One limitation to our study is that some astrocytes, particularly those in the grey matter, do not express levels of GFAP that are detected by immunohistochemistry [34] and therefore would not have been detected by our methods. Upon activation, astrocytes can take on different phenotypes, and one such phenotype termed “A1” is induced by interleukin 1α (Il-1α); tumor necrosis factor (TNF); and complement component 1, subcomponent q (C1q) produced by activated microglia [31]. Our RNA-seq data did not find increased expression of transcripts encoding these factors in microglia and by RT-qPCR, we did not observe increased expression of the “A1” marker *C3*. 

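*Il1a*, on chromosome 2 from 129299610 to 129309972, had 319 ± 135 CPM in control and 816 ± 296 CPM in CSF1 OE mice (n = 4 each), a log2 fold change of 1.35 (standard error 0.35, adjusted p = 0.108 from edgeR). *Tnf*, on chromosome 17 from 35199381 to 35202007, had 113 ± 29.2 CPM in control and 281 ± 107 CPM in CSF1 OE mice, a log2 fold change of 1.32 (standard error 0.31, adjusted p = 0.0902 from edgeR). For both genes the groups overlapped and the difference was not called. DESeq2's size factors and Wald test called both, as did the term for animal numbers, and *Tnf* was also called without CSF1 OE mouse 1932 (adjusted p = 0.0471 from edgeR). Over their alternatives the adjusted p ran from 0.00255 to 0.289 for *Il1a* and from 0.00147 to 0.255 for *Tnf*, with the lowest values from DESeq2. The log2 fold changes were 0.12 for *C1qa* (standard error 0.22), 0.17 for *C1qb* (standard error 0.24) and 0.17 for *C1qc* (standard error 0.23), each smaller than its standard error. The mean log2 CPM of the 5 genes differed by 0.63 between the genotypes (two-sided exact permutation test, p = 0.114). With camera, 5 of 5 genes were higher at a median log2 fold change of 0.17 (adjusted p = 0.0220 from limma's camera, 0.288 from limma's fry, and from 0.00184 to 0.551 over the alternatives). The median was 0.010 without control mouse 1934, 0.28 without CSF1 OE mouse 1932 and 0.52 with the term for animal numbers. The number higher was 4 without control mouse 1934 and with the heat shock score, and 2 with both forms of the score of other cell types, covariates chosen after the data had been seen. None of the 5 is in the study's table, 1 belongs to another list, and 2 passed when adjusted over the list alone.

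**Figure D4:**
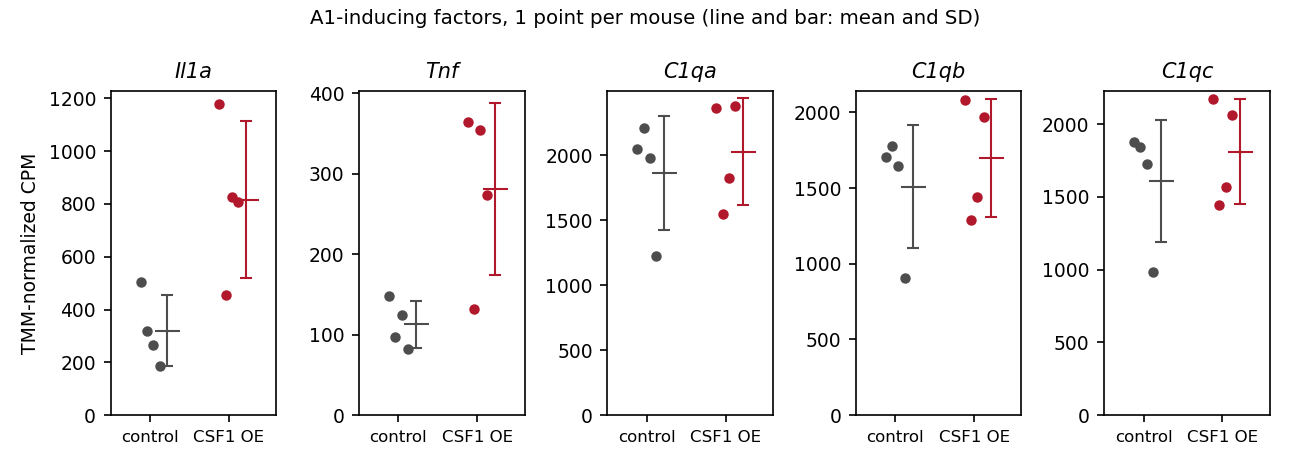
CPM of *Il1a*, *Tnf*, *C1qa*, *C1qb* and *C1qc* in 4 control and 4 CSF1 OE mice, 1 point per mouse, with the mean and SD beside the points. The means of *Il1a* are 319 and 816 CPM and those of *Tnf* are 113 and 281 CPM, with overlapping groups.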

Our data, therefore, support the hypothesis that altered microglial function, and not simply increased microglial density, contributes to the astrogliosis that occurs in CNS pathologies.

## Conclusions

In summary, our studies found no impact of CSF1 overexpression alone on glia outside of microglia. However, in situations of CNS disease or injury where multiple inflammatory mediators are produced, CSF1 overexpression could act together with other factors to have additional impacts.

## Supplementary Information

**Additional file 1: Supplemental Figure 1.** Representative images for IBA1 and Ki67 immunofluorescence. Genotype, age, and brain region are indicated for each image. Scale bar = 50 microns.

**Additional file 2: Supplemental Figure 2.** Transgene expression in CSF1 OE mice. RT-qPCR indicates increased *Csf1* levels in CSF1 OE (grey bars) mice compared to control mice (white bars) at both p14 (A) and 1 year (B). No-RT reactions were included for all samples and no amplification was detected (not shown). N=3-5 mice per group. ***= p<0.001; ****= p<0.0001; unpaired, two-tailed t-test. (C) Representative images showing expression of EGFP (green) in 1 year CSF1 OE mice. Scale bar = 50 microns. (D) Representative images showing detection of CSF1 protein by immunofluorescence in a subset of GFAP^+^ cells in 1-year old CSF1 OE mice but not control mice. Asterisks= examples of autofluorescence of red blood cells; arrows= examples of CSF1^+^ GFAP^+^ cells. Scale bar = 20 microns.

**Additional file 3: Supplemental Figure 3.** Representative images for IBA1 and TUNEL immunofluorescence. Genotype, age, and brain region are indicated for each image. Scale bar = 50 microns.

**Additional file 4: Supplemental Figure 4.** ARG1 antibody validation. ARG1 (green) and IBA1 (red) immunofluorescence staining in a murine glioma. Arrow indicates an example ARG1^+^ IBA1^+^ cell. Scale bar = 25 microns.

**Additional file 5: Supplemental Figure 5.** IBA1^+^ cell numbers are increased in the cerebellar white matter of CSF1 OE mice. Quantification of the percent of cells that are IBA1^+^ in (CON, white bars) and CSF1 OE (OE, grey bars) mice at p14 (A) and 1 year (B). **=*p*<0.01

**Additional file 6: Supplemental Figure 6.** Representative images for OLIG2, PDGFRA, and Ki67 immunofluorescence. Genotype and age are indicated for each image while dots indicate the edge of cerebellar white matter. Scale bar = 50 microns.

**Additional file 7: Supplemental Figure 7.** Proliferation rates of oligodendrocyte lineage cells in the cerebellar white matter do not differ between control (CON, white bars) and CSF1 OE (OE, grey bars) mice. Quantification of the percent of OPCs (PDGFRA^+^; OLIG2^+^) (A) or mature or maturing oligodendrocytes (OLIG2^+^; PDGFRA^-^) (B) cells that are proliferating (Ki67^+^) at p14. No proliferating oligodendrocyte lineage cells were observed in 1-year old mice of either genotype. ns= non-significant (*p*>0.05), unpaired, two-tailed t-test.

**Additional file 8: Supplemental Figure 8.** IBA1^+^ cells are increased but there are no differences in oligodendrocyte lineage cells in the cortex of CSF1 OE mice. Quantification of the percent of cells that are IBA1^+^ (A), OLIG2^+^; PDGFRA^+^ (OPCs) (B), and mature or maturing oligodendrocytes (OLIG2^+^; PDGFRA^-^) (C) cells in control (CON, white shaded bars), and CSF1 OE (OE, grey shaded bars) mice at p14 and 1 year. D) Quantification of the percent of OPCs (PDGFRA^+^; OLIG2^+^) or mature or maturing oligodendrocytes (OLIG2^+^; PDGFRA^-^) cells that are proliferating (Ki67^+^) in control (CON, white shaded bars) and CSF1 OE (OE, grey shaded bars) mice at p14. No proliferating oligodendrocyte lineage cells were observed in 1-year old mice of either genotype. ns= non-significant (*p*>0.05), *=*p*<0.05, **=*p*<0.01, unpaired, two-tailed t-test.

**Additional file 9: Supplemental Figure 9.** Representative images for GFAP and Ki67 immunofluorescence. Genotype and age are indicated for each image while dots indicate the edge of cerebellar white matter. Scale bar = 50 microns.

**Additional file 10: Supplemental Table 1.** Genes that were found to be differentially expressed in microglia from CSF1 OE mice compared to control (CON). PPDE= posterior probability of differential expression, FC= fold change. 

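In this table the normalized expected count of a gene is its RSEM expected count divided by the size factor of the mouse. The ratio of the deposited expected counts to the normalized values was a single constant in 8 of 8 libraries, between 0.824 and 1.219, and differed by at most 0.0109% from a median-ratio size factor computed from the counts. FC is the value in control mice divided by that in CSF1 OE mice, so a gene that is higher in CSF1 OE has an FC under 1. PPDE is the probability, under the model of EBSeq, that the level of a gene differs between the genotypes.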

Normalized expected counts are shown for each gene for each of four samples from the two genotypes.

## Data Availability

RNA-sequencing data has been deposited at GEO (accession number GSE151698). Other data from this manuscript is available from the corresponding author upon reasonable request.

## Abbreviations

ARG1: Arginase 1
C3: Complement C3
CON: Control
CNS: Central nervous system
CSF1: Colony-stimulating factor 1
CSF1R: Colony-stimulating factor 1 receptor
DE: Differentially expressed
FDR: False discovery rate
FC: Fold change
GAM: Glioma-associated macrophages/microglia
IBA1: Ionized calcium-binding adaptor molecule 1
IFN-γ: Interferon gamma
IL-34: Interleukin -34
MRC1: Mannose receptor C-type 1
Ns: Not significant
ND: Not detected
OE: Overexpressing
OLIG2: Oligodendrocyte transcription factor 2
PDGFRA: Platelet-derived growth factor receptor A
PPDE: Posterior probability of differential expression
RT-qPCR: Reverse transcription, qualitative PCR
Seq: Sequencing
TNF: Tumor necrosis factor

How the deposited data were processed for this re-analysis (not part of the article)

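RNA of CD11b+ cells from 4 control and 4 CSF1 OE mice aged 14 or 15 days was measured, with 1 library per mouse and nothing pooled. The 8 libraries were assigned to the genotypes by the animal numbers and genotype codes that their labels carry, and 0 columns were left unmapped. According to the paper's methods, the authors mapped the reads with Bowtie and made the expected counts per gene with RSEM before they were deposited, without normalization. The deposited table of normalized values, a signal on the scale of counts, was made by the authors by dividing the expected counts of each mouse by 1 size factor, as the ratio of the deposited values shows. The genome build, the annotation and the strand setting are not named in the paper's text. The reads themselves were not used here, and no step before the expected counts was repeated.

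The expected counts were rounded to whole numbers. Total counts are given beside the comparison of the libraries. The 10 most abundant genes took from 5.18% to 7.08% of a library, and between 15151 and 15885 genes had a count. A floor of 3 counts, the most that a count of 0 allows, corresponded to between 0.177 and 0.266 CPM, and such limits cover counting error only. The common biological coefficient of variation was 0.228. No pair of libraries was a copy of another, as the chi-square per gene between 2 libraries ran from 15.1 to 90.3 over 28 pairs.

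Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, the filter filterByExpr, glmQLFit with the default prior and glmQLFTest) and called as stated beside the first comparison. CPM on the log2 scale used a prior count of 2. Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, two-sided and with Benjamini-Hochberg adjustment over the 28 lists that could be tested, and with fry and with camera at an estimated correlation as alternatives. For the 5 A1-inducing factors, judged too few for camera, the test set beforehand was a two-sided exact permutation test of their mean log2 CPM. The result of camera is given beside it. Exact permutation tests of 4 mice against 4 used all 70 assignments. The number of libraries with their own genotype counts those in the cluster that holds most of their genotype. That the 2 genotypes must use different clusters was added to this rule after the data had been seen.

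Which lists, tests, thresholds, alternatives and genes to name would be used was set before the data were examined, apart from the choices stated to have been added later. The 31 lists are M2 markers, M1 markers, A1-inducing factors, the translation and the immune genes that the paper names, interferon-regulated genes, MHC class I and class II genes, the Oas family, cytoplasmic and mitochondrial ribosomal proteins, cell cycle genes, homeostatic and activated microglia, perivascular and border macrophages, endothelial cells, mural cells, astrocytes, oligodendrocytes, oligodendrocyte precursor cells, neurons, red blood cells, neutrophils, monocytes, T and NK cells, B cells, choroid plexus and ependyma, immediate early and stress genes, the X-inactive transcript, Y-linked genes, and the transgene and its receptor. The genes named are those the paper names for the RNA-seq, the 5 called genes with the largest rise and the 5 with the largest fall whose genotypes do not overlap, and the member of each list with the largest rise and with the largest fall. Other genes, such as those named for the class I pathway, were chosen after their values were seen.

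The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile factors, no filter beyond any count, at least 10 counts in every library, a robust prior, limma's trend method on log2 of the authors' normalized values with a pseudocount of 1, a term for the range of animal numbers, removal of each library's trend on transcript length and GC content (a spline with 4 degrees of freedom), each mouse left out in turn, no fold threshold, edgeR's glmTreat at the fold threshold, an adjusted p threshold of 0.01, and a negative binomial-beta model run for 5 rounds. The term for animal numbers divides the mice into those numbered from 1931 to 1936 (1 control and 3 CSF1 OE) and the other 4 (3 control and 1 CSF1 OE), so that it overlaps with genotype, and the labels give no sequencing batch. Lengths and GC content came from GENCODE M21, which holds 19325 of the symbols and 889 more by an older symbol or a synonym, so that 99.5% had both. After the data had been seen, a covariate for a score of other cell types was added in 2 forms, with and without oligodendrocyte precursor cells, and a covariate for heat shock genes in 1 form. The first principal component and the score of other cell types were also tested by permuting within the 2 ranges of animal numbers.

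The methods were tested on simulated data in which 200 genes changed by a factor of 2. edgeR recovered 66.5% of them with 4.32% false calls, DESeq2 84.5% with 20.7%, the negative binomial-beta model 76.0% with 20.8%, and limma on the scaled values 65.5% with 5.07%. With camera, 0 of 19 lists that were not changed in the simulation passed its threshold. The simulated genes were drawn independently and these lists at random. The result therefore does not show how often camera passes lists whose genes vary together. EBSeq and the enrichment of GO terms (Fig. 3B) were not run here, and the RT-qPCR, the immunostaining and the cell counts of the paper were not analysed here. The copy of Supplemental Table 1 used here differs by 1 gene from the paper's count, so no set test was run on it. Values of 1 gene are not reported here.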

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

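The tests with a score of other cell types and within ranges of animal numbers were chosen only after the result was seen.

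In 232 groups of 4 mice, the highest or the lowest mouse was compared with the other 3. In 13 of them its gap to the nearest of the others, divided by the range of the group, was above Dixon's 95% value for 4 samples, where chance gives 11.6, so the number is near that of chance. Control mouse 1934 was far from the other controls in log2 CPM for *C1qb* (9.82 against 10.68 to 10.80, ratio 0.883), *C1qc* (9.95 against 10.75 to 10.88, ratio 0.869), *H2-Q2* (0.27 against 2.08 to 2.42, ratio 0.840) and *H2-T24* (3.52 against 4.35 to 4.44, ratio 0.907). It also stood apart on the first principal component (57.15 against -6.77 to 3.01, ratio 0.847). Control mouse 1827 was apart for *Mrc1* (9.66 against 10.17 to 10.25, ratio 0.872) and for the mean of the mitochondrial ribosomal proteins (0.060 against -0.12 to -0.093, ratio 0.841), and control mouse 1874 for *Csf1* (7.12 against 8.28 to 8.51, ratio 0.833) and *Ccl5* (-2.19 against -0.67 to -0.42, ratio 0.857). Among the CSF1 OE mice, 1936 was apart for *H2-D1* (9.07 against 8.82 to 8.85, ratio 0.901), *Tmem204* (5.28 against 4.89 to 4.94, ratio 0.868) and *Klf12* (2.10 against 2.45 to 2.50, ratio 0.887), and 2019 for the mean of the transgene and its receptor (-0.41 against 0.10 to 0.19, ratio 0.846). No technical or biological explanation was tested for single genes.

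A candidate explanation for the first principal component, on which control mouse 1934 stood apart, is the share of RNA from cells other than microglia. Computed without the genes of any list, the component held 51.3% of the variance. Over the 8 libraries it followed the mean log2 CPM of 64 genes of endothelial cells, mural cells, astrocytes, oligodendrocytes, oligodendrocyte precursor cells, neurons and red blood cells (Pearson r = 0.966, exact permutation p = 0.000719, adjusted p = 0.00216, Spearman rho = 0.905, p = 0.00456, adjusted p = 0.0137, over 3 relations). Without the 2 libraries farthest from the median score r was 0.800. The score was highest in control mouse 1934 (0.89) and lowest in CSF1 OE mouse 2019 (-1.15), and its difference between the genotypes was -0.54 (two-sided exact permutation test, p = 0.286). Within each of the 2 ranges of animal numbers the score was lower in every CSF1 OE mouse than in every control mouse, with mean differences of -0.87 and -1.21 (exact permutation test within the ranges, p = 0.0625, the smallest that 16 assignments can give). Among the abundant genes of these lists, *Mbp* had 700.5 ± 274 CPM in control and 797 ± 515 CPM in CSF1 OE mice, and *Slc2a1* had 343 ± 91.7 and 228 ± 75.0 CPM. Library size cannot be told apart as an explanation with 8 libraries (Pearson r with the log2 total = 0.676, exact permutation p = 0.0584, adjusted p = 0.0876, Spearman rho = 0.476, p = 0.243, adjusted p = 0.365, r = 0.716 without 2 libraries). The values of the 2 genotypes overlapped on this component over all 8 mice but not within either range, and a biological difference between the genotypes stays open, as untested. Each range holds a single mouse of 1 genotype, control 1934 and CSF1 OE 2019. These 2 mice had the extreme values, so the order within the ranges rests on them, for the component and for the score.

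The paper's text does not discuss cell cycle genes from the RNA-seq. All 25 genes of the cell cycle list, none of which belongs to another list and 5 of which are in the study's table, were higher in CSF1 OE mice in each alternative, with a median log2 fold change of 0.66 (adjusted p = 2.20e-14 from limma's camera). *Mki67* rose from 196 ± 76.2 to 327 ± 48.8 CPM. The groups did not overlap in 14 of them, where chance gives 2.86%, 1 was called by edgeR and 20 passed when adjusted over the list alone. The result did not hold under fry (adjusted p = 0.0671 from limma) or an estimated correlation (adjusted p = 0.314 from limma, in a range from 7.85e-18 to 0.314 over the alternatives), while the mean log2 CPM of the list was higher in 4 of 4 CSF1 OE mice than in every control mouse (two-sided exact permutation test, p = 0.0286). Of the 35 splits of the 8 mice into 4 and 4, 1 gave a median as far from 0, that of the genotypes. The median was 0.67 with each library's trend on transcript length and GC content removed, 0.62 with every library thinned to the smallest total and 0.80 with the score of other cell types as a covariate, and the list passed camera's threshold in each, which argues against these as the whole cause. Without control mouse 1872 the median was 0.52 and without control mouse 1827 it was 0.86. By Ki67 staining, the paper reports a higher proliferation rate of IBA1+ cells in the brainstem and midbrain of CSF1 OE mice at this age. A larger share of dividing cells goes with that report but was not tested in these libraries. A batch that the labels do not give stays open too.

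The list of activated microglia genes had a median log2 fold change of 0.39, with 17 of 19 tested genes higher (adjusted p = 1.96e-06 from limma's camera, 0.0212 from limma's fry and 0.232 with an estimated correlation, in a range from 5.45e-08 to 0.232 over the alternatives). In it, 1 gene belongs to another list and 4 are in the study's table, 3 were called and 9 passed when adjusted over the list alone. The median was 0.42 with the trend on length and GC content removed, 0.36 after thinning and 0.26 with the score of other cell types, past camera's threshold in each, and from 0.31 to 0.48 with each mouse left out in turn. The number of genes higher ran from 13 to 17 over the alternatives. Its mean log2 CPM was higher in 4 of 4 CSF1 OE mice than the mean of the controls (two-sided exact permutation test, p = 0.0286). A biological difference between the genotypes stays open as a hypothesis that was not tested, and so does a batch that the labels do not give.

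For mitochondrial ribosomal proteins the median log2 fold change was 0.15, with 57 of 76 genes higher (adjusted p = 5.51e-05 from limma's camera), a change below the fold threshold. No gene belongs to another list, 1 is in the study's table, 0 were called and 0 passed when adjusted over the list alone, with 10 at an unadjusted p under 0.05. It did not hold under fry (adjusted p = 0.0671 from limma) or an estimated correlation (adjusted p = 0.338 from limma, in a range from 5.80e-06 to 0.338 over the alternatives), and the mean log2 CPM of the list was higher in 4 of 4 CSF1 OE mice than the mean of the controls (two-sided exact permutation test, p = 0.0571). The median was 0.14 with the trend on length and GC content removed, 0.14 after thinning and 0.15 with the score of other cell types, each past camera's threshold, and from 0.13 to 0.20 with each mouse left out in turn. Both a biological difference and a batch that the labels do not give stay open.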

How the results depend on the processing

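The covariates for other cell types, in 2 forms, and for heat shock genes were chosen only after the data had been seen. No paired analysis was possible because no numbers pair control with CSF1 OE mice. A covariate for sex was not run, as all 8 libraries express Y-linked genes and *Xist* is not among the symbols. The negative binomial-beta model gives no adjusted p.

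The number of called genes changed by over 1.5 times under most alternatives. DESeq2's size factors and Wald test called 416 genes (259 higher and 157 lower), the negative binomial-beta model 292 genes (199 higher and 93 lower), limma on the authors' normalized values 105 genes (88 higher and 17 lower) and the term for animal numbers 1274 genes (303 higher and 971 lower). Upper-quartile factors gave 19 genes (16 higher and 3 lower) and removal of the trend on length and GC content 25 genes (22 higher and 3 lower), while glmTreat and an adjusted p threshold of 0.01 each gave 3 genes (2 higher and 1 lower). With the added covariates, the numbers were 445 genes (221 higher and 224 lower) for other cell types, 504 genes (255 higher and 249 lower) for its first form and 4 genes (3 higher and 1 lower) for heat shock genes. Across the 8 fits that each left out 1 mouse, they ran from 3 to 164 genes, from 2 to 136 higher and from 1 to 28 lower. The largest total came without control mouse 1827 and the smallest without control mouse 1872 or 1874. Of the 59 called genes, 59 were among those of DESeq2, 58 of the negative binomial-beta model, 50 of the term for animal numbers, 19 with upper-quartile factors and 24 with the trend removed. By construction, glmTreat and the stricter threshold call fewer genes. Of the fits with fewer mice, 6 called fewer genes, and those without control mouse 1827 and without CSF1 OE mouse 2019 called more (164 and 72). For the others the cause was not tested.

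Cytoplasmic ribosomal proteins, interferon-regulated genes, MHC class I genes and cell cycle genes kept their direction and passed camera's threshold under each alternative that refitted the model, with medians from 0.46 to 0.54, 1.05 to 1.41, 0.55 to 0.78 and 0.52 to 0.86. With an estimated correlation their medians of 0.49, 1.2, 0.66 and 0.66 no longer passed (adjusted p = 0.144, 0.144, 0.144 and 0.314 from limma, the largest over their alternatives, of which the smallest were 3.51e-66, 6.27e-34, 1.66e-10 and 7.85e-18), and under fry that of the cell cycle genes, 0.66, did not (adjusted p = 0.0671 from limma). M2 markers stayed lower, with -0.42 not past the threshold with an estimated correlation or under fry, and -0.30 not past it with the term for animal numbers, and ran from -0.92 (without 2019) to -0.32 (without 1936) over the mice left out. M1 markers passed it with no filter beyond any count (0.21), with the term for animal numbers (0.46) and without CSF1 OE mouse 1932, with medians from 0.083 (without 1934) to 0.37 (without 1932) over the mice left out. Their median was -0.12 and -0.13 with the 2 forms of the score of other cell types and -0.0087 with the heat shock score. The median of the A1-inducing factors was -0.089 and -0.12 with the 2 forms, and higher in CSF1 OE under each other alternative. By camera this list passed the threshold as reported, but not with these forms, the heat shock score, an estimated correlation or fry, or without control mouse 1934 or CSF1 OE mouse 1931 or 2019. The number of libraries with their own genotype was 5 over all genes tested and 4 over the 500 most variable genes (6 by the rule without the later condition). Over the called genes, which were selected for a difference between the genotypes, it was 8 of 8 also with average linkage or with 1 minus the correlation as the distance.

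Medians of other lists changed sign under some alternatives, and the cause was not tested. With the term for animal numbers they were 0.28 for homeostatic microglia, 0.014 for immediate early and stress genes and -0.23 for the transgene and its receptor. With the trend on length and GC content removed they were 0.095 for oligodendrocyte precursor cells and 0.041 for immediate early and stress genes, and with the heat shock score 0.0035 for the latter. Neutrophils had -0.43 with limma on the authors' values, and monocytes 0.56 with at least 10 counts in every library, which tests fewer genes. With the score of other cell types and its first form, the medians were 0.22 and 0.25 for mural cells, 0.080 and 0.11 for astrocytes, 0.019 and 0.056 for oligodendrocytes, 0.36 and 0.40 for oligodendrocyte precursor cells, 0.15 and 0.22 for neurons, and -1.01 and -1.06 for neutrophils. Apart from neutrophils these lists are part of the score, and oligodendrocyte precursor cells are left out of its first form only. The signs of the member lists are therefore relative to a mean that holds them. With each mouse left out in turn the medians ran from -0.31 (without 1934) to 0.012 (without 1827) for homeostatic microglia, from -0.32 (without 1936) to 0.087 (without 1934) for mural cells, from -0.40 (without 1936) to 0.19 (without 2019) for oligodendrocyte precursor cells, from -1.10 (without 1932) to 0.0044 (without 1934) for neurons, from -1.09 (without 2019) to 0.56 (without 1931) for neutrophils, from -0.21 (without 1932) to 0.022 (without 1936) for immediate early and stress genes and from -0.046 (without 2019) to 0.15 (without 1872) for the transgene and its receptor.

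Of the named genes, the log2 fold change of *Arg1* was -0.012 with upper-quartile factors, -0.026 with the trend removed, -0.16 with the term for animal numbers and -0.0081 with the negative binomial-beta model. With the term for animal numbers it was -0.23 for *Csf1*, -0.50 for *Abcc9*, -0.61 for *Mbp*, -0.35 for *Pdgfra*, -0.18 for *Gad1* and 0.28 for *Retnlg*. *S100a8* had -0.38 with limma on the authors' values and -0.92 and -0.96 with the 2 forms of the score of other cell types. These forms gave -0.13 and -0.16 for *C1qa*, -0.12 and -0.15 for *C1qb*, -0.089 and -0.12 for *C1qc*, -0.17 and -0.19 for *Csf1r*, and 0.18 and 0.21 for *Il34*. With the heat shock score *C1qa* had -0.015 and *H2-Q2* -0.081. With each mouse left out in turn the values ran from -0.022 (without 1934) to 0.23 (without 1932) for *C1qa*, from -0.24 (without 1827) to 0.40 (without 1934) for *Arg1*, from -0.033 (without 1874) to 0.40 (without 2019) for *Csf1*, from -0.082 (without 1934) to 0.15 (without 1872) for *Csf1r*, from -0.16 (without 1872) to 0.64 (without 1934) for *Abcc9*, from -0.31 (without 1936) to 0.48 (without 1934) for *Mbp*, from -0.10 (without 1936) to 0.68 (without 1934) for *Pdgfra*, from -0.030 (without 1932) to 0.47 (without 1934) for *Gad1*, from -1.04 (without 2019) to 0.71 (without 1931) for *S100a8*, from -1.44 (without 2019) to 0.19 (without 1872) for *Retnlg*, from -0.32 (without 1827) to 0.053 (without 1872) for *Cd79b* and from -0.44 (without 1827) to 0.036 (without 1934) for *Il34*. Among the other named genes and lists, 27 results that had not passed the threshold did with DESeq2, 13 with the negative binomial-beta model, 28 with the term for animal numbers, 21 and 22 with the score of other cell types and its first form, and at most 9 under each other alternative. Of those that had passed, 11 no longer did with the heat shock score, 10 with an estimated correlation, from 1 (without 1827) to 12 (without 1872 or 1874) with each mouse left out in turn, and at most 6 under each other alternative.

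The depth limits the precision for *Arg1*, with at most 24 counts in a library and a standard error of 0.46, and the members of the lists of T and NK cells, of which 0 were tested.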

Differences from the paper's values

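The score of other cell types, in both forms, was chosen only after the result was seen. The paper reports 314 differentially expressed genes, and 59 were called with edgeR. By direction the copy of the paper's Supplemental Table 1 lists 213 genes higher in CSF1 OE, 1 fewer than the paper's legend gives, against 52 here, and the paper's 100 lower against 7. Of the alternatives set before the data were examined, the negative binomial-beta model came within 1.5 times of the paper's value in all 3 counts, with 292 genes (199 higher and 93 lower). DESeq2's size factors and Wald test did for the total and for the genes higher (416 and 259) but not for those lower (157), and the term for animal numbers did for the genes higher (303) but not for the total (1274) or those lower (971). None of the other alternatives set before the data were examined came within 1.5 times. Of the covariates chosen after seeing the values, both forms of the score of other cell types came within 1.5 times of the paper's value for the genes higher (221 and 255), and the score itself also for the total (445).

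The paper states that *Ccl24* and *Retnla* were lower in CSF1 OE. Both were lower here, by a log2 fold change of -0.88 and -1.31, without being called. *Ccl24* was called with DESeq2's size factors and Wald test and the negative binomial-beta model, and *Retnla* with DESeq2's size factors and Wald test and the term for animal numbers, and with both added forms of the score of other cell types. The paper also states that no M2 marker had increased expression. None was called higher in the comparison without covariates, but *Il4ra* was with the term for animal numbers (log2 fold change 0.56).

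Of the genes the paper names as higher, *Rbm3* and *Nhp2* were not called, nor were *Tlr2* and *Usp18*. *Rbm3* was called with DESeq2's size factors and Wald test, the term for animal numbers and the negative binomial-beta model, and with both added forms of the score of other cell types, and *Nhp2* with DESeq2's size factors and Wald test and the negative binomial-beta model, and with both added forms of the score of other cell types. The same held for *Tlr2* with DESeq2's size factors and Wald test, the term for animal numbers and the negative binomial-beta model, and with both added forms of the score of other cell types, and for *Usp18* with DESeq2's size factors and Wald test, limma on the authors' normalized values, the term for animal numbers, a fit without control mouse 1827 and the negative binomial-beta model, and with both added forms of the score of other cell types. No member of the Oas family was called. *Oas1a* was called with DESeq2's size factors and Wald test, limma on the authors' normalized values, the term for animal numbers, a fit without control mouse 1827, a fit without CSF1 OE mouse 2019 and the negative binomial-beta model, and with both added forms of the score of other cell types, *Oasl2* with DESeq2's size factors and Wald test, limma on the authors' normalized values, the term for animal numbers, a fit without control mouse 1827 and the negative binomial-beta model, and with both added forms of the score of other cell types, *Oas1g* with DESeq2's size factors and Wald test, and with the first added form of the score of other cell types, *Oas3* with the term for animal numbers and *Oasl1* with DESeq2's size factors and Wald test, while *Oas1c* and *Oas2* were not called under any alternative. Of the MHC class I genes that were not called, *H2-Q7* was called with DESeq2's size factors and Wald test, limma on the authors' normalized values, the term for animal numbers, the trend on length and GC content removed, a fit without control mouse 1827, a fit without CSF1 OE mouse 2019 and the negative binomial-beta model, and with both added forms of the score of other cell types. *H2-M3* was called with DESeq2's size factors and Wald test and the term for animal numbers, and with both added forms of the score of other cell types, *H2-Q6* with DESeq2's size factors and Wald test and a fit without CSF1 OE mouse 2019, and with both added forms of the score of other cell types, *H2-T23* with DESeq2's size factors and Wald test, the term for animal numbers and the negative binomial-beta model, *H2-Q10* with DESeq2's size factors and Wald test and *H2-T24* with the term for animal numbers.

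The paper states that *Nos2* was not differentially expressed and that transcripts of the A1-inducing factors were not increased. *Nos2* was called lower with the term for animal numbers (log2 fold change -1.21) and under no other alternative. The A1-inducing factors passed camera's threshold as a list (median log2 fold change 0.17, adjusted p = 0.0220 from limma, with 0.00184 to 0.551 over the alternatives). However, 5 genes had been judged too few for camera beforehand. The test set for them, the exact permutation test of their mean log2 CPM, did not pass (p = 0.114). *Il1a* and *Tnf* were higher by a log2 fold change of 1.35 and 1.32, with overlapping groups and without being called. *Il1a* was called with DESeq2's size factors and Wald test and the term for animal numbers, and *Tnf* with DESeq2's size factors and Wald test, the term for animal numbers and a fit without CSF1 OE mouse 1932. The paper states that samples of the same genotype grouped together, which held over the called genes, while 5 of 8 libraries fell with their own genotype over all genes tested.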

Other observations

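The tests with a score of other cell types, of border macrophages, of the 11 immediate early genes, of class I genes on other chromosomes, of length and GC content for the cytoplasmic ribosomal proteins of their summed count and of the share of the most abundant genes were chosen only after the result was seen.

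Of the 35 splits of the 8 mice into 4 and 4, 1, that of the genotypes, gave as many called genes as the 59 reported. Another split gave 9, with control mice 1827, 1872 and 1934 and CSF1 OE mouse 1932 in 1 group, and 31 splits gave 0. At an unadjusted p under 0.05, 3 of 35 splits gave as many genes. A median as far from 0 was given by 1 split for cytoplasmic ribosomal proteins, 1 for interferon-regulated genes and 1 for MHC class I genes, by 2 splits for M2 markers, 10 for M1 markers and 18 for A1-inducing factors. The medians of the last 3 are therefore not separated from other groupings of these mice at 5% of the splits. The splits take no account of the ranges of animal numbers. With the term for animal numbers, which overlaps with genotype, the medians of these 3 lists were -0.30, 0.46 and 0.52 (adjusted p = 0.190, 0.0404 and 0.00369 from limma's camera). The mean log2 CPM of the M1 markers, in contrast to their median, was higher in 4 of 4 CSF1 OE mice than in every control mouse (two-sided exact permutation test, p = 0.0286), with 8 of 14 genes higher.

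For the rise of cytoplasmic ribosomal protein transcripts, several technical explanations were tested. The median log2 fold change was 0.46 with each library's trend on transcript length and GC content removed, a correction that changed the log2 fold change of a gene by a median of 0.064. It was 0.50 with every library thinned to 12053259 counts, which changed a gene by a median of 0.015, and 0.53 with the score of other cell types as a covariate, which changed a gene by a median of 0.12. The list passed camera's threshold in each, which argues against these as the whole cause. The share of counts in the 10 most abundant genes allows a log2 shift of the other genes of at most 0.029 between 2 libraries, less than the smallest rise in the list, so a few abundant genes do not account for it. The summed count of 86 symbols, those of the list and *Rps3a1*, differed by 0.49 on the log2 scale, and that of the list alone by 0.49, so a different division of reads among these genes does not account for it. Reads shared with pseudogenes cannot be told apart as a cause, since 2 of 81 genes had whole counts in all 8 libraries, with a median of 0.43, and the sum holds no pseudogene symbol. A biological difference between the genotypes, such as in the share of growing cells, may contribute and was not tested in these libraries. By Ki67 staining, the paper reports more proliferation of IBA1+ cells in CSF1 OE mice at this age. A batch that the labels do not give was not tested either.

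The M2 list and the list of border macrophages share 4 genes. Border macrophages, which also carry CD11b, had a median of -0.42 over 12 genes, none of which is in the study's table (adjusted p = 3.29e-05 from limma's camera). A candidate explanation for the lower M2 markers is a smaller share of border macrophages among the cells. The 8 border macrophage genes outside the M2 list had a median of -0.38 with 8 of 8 lower, but the evidence depends on the test (p = 0.000577 from limma's camera, 0.0697 from limma's fry and 0.114 in a two-sided exact permutation test of the mean log2 CPM). The 13 M2 genes outside the border macrophage list had a median of -0.38 with 10 lower, so a lower expression of M2 markers in microglia stays open too. A larger share of microglia that dilutes every other cell type alike is argued against by the score of other cell types as a covariate, with which the median of border macrophages was -0.54. The most abundant genes of the list were *Stab1*, with 1405 ± 175 CPM in control and 1126 ± 233 CPM in CSF1 OE mice, and *Mrc1*, with 1097 ± 196 and 821 ± 149.6 CPM. MHC class II genes, which some of these macrophages express, had a median of -1.55 over 4 genes (adjusted p = 0.00117 from limma's camera), with the largest fall for *H2-Eb1* (-2.58).

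*Il1a* and *Tnf* can rise when cells are activated during dissociation. The mean log2 CPM of 11 immediate early genes differed by 0.026 between the genotypes (two-sided exact permutation test, p = 0.971), with an SD of 0.373 in control and 0.189 in CSF1 OE mice. Activation with a later course than these genes would not be seen, so this explanation cannot be told apart. With the score of other cell types as a covariate, the smaller of the 2 genes' log2 fold changes was 3.46 times its standard error, which argues against fewer cells of other types as the whole cause. A biological difference between the genotypes stays open as a hypothesis.

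For the MHC class I genes, the summed count differed by 0.76 on the log2 scale, which argues against a different division of reads among paralogs. A strain difference in the H2 region could change how reads map. *B2m*, *Nlrc5*, *Erap1* and *Tapbpl*, which act with class I molecules and lie on other chromosomes, had a median of 0.42 with 4 of 4 higher. The smallest adjusted p among them was 0.0873 from edgeR, so none was called. As a set, chosen after their values were seen, they had an unadjusted p of 0.00168 from limma's camera, which goes with a rise of the pathway. A strain difference still cannot be told apart from such a rise because both can hold at once.

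Heat shock genes differed between mice of 1 genotype. The mean log2 CPM of *Hspa1a* and *Hspa1b*, centred, ran from -1.95 to 2.51 in control and from -4.17 to 2.93 in CSF1 OE mice, with a difference between the genotypes of -1.94 (two-sided exact permutation test, p = 0.371). Its relation to the immediate early genes was weak (Pearson r = -0.382, exact permutation p = 0.353, adjusted p = 0.353, Spearman rho = -0.262, p = 0.536, adjusted p = 0.536, r = -0.349 without 2 libraries), so activation during dissociation cannot be told apart with 8 libraries.

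Variants linked to the transgenes could place called genes beside each other. Outside the interferon-regulated and MHC lists, 7 of 52 called genes had another called gene among the 10 nearest tested genes on each side, where 10000 random draws gave a mean of 3.80 (permutation test, p = 0.123). For the larger set of the negative binomial-beta model the number was 103 of 262, against 85.2 (permutation test, p = 0.0345). The number of called genes is too small to decide, and the results of the 2 sets differ, so such variants cannot be told apart from chance here.

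Medians of the log2 fold change of the other lists, with the adjusted p from limma's camera, were as follows. They were -0.67 for endothelial cells (15 genes, adjusted p = 7.43e-06), -0.47 for oligodendrocytes (10 genes, adjusted p = 0.0126) and -1.58 for red blood cells (5 genes, adjusted p = 0.00286), none of which held under fry or an estimated correlation, nor did those of border macrophages and MHC class II genes. Not past the threshold were -0.14 for mural cells (8 genes, adjusted p = 0.494), -0.29 for astrocytes (12 genes, adjusted p = 0.192), -0.078 for oligodendrocyte precursor cells (6 genes, adjusted p = 0.532), -0.49 for neurons (8 genes, adjusted p = 0.192), 0.22 for neutrophils (9 genes, adjusted p = 0.341), -0.40 for monocytes (5 genes, adjusted p = 0.532) and -0.43 for the choroid plexus and ependyma (4 genes, adjusted p = 0.0559). With each mouse left out in turn, the medians ran from -0.88 (without 1936) to -0.43 (without 2019) for endothelial cells, from -0.67 (without 1936) to -0.23 (without 1934) for oligodendrocytes, from -2.42 (without 1932) to -1.23 (without 2019) for red blood cells, from -0.63 (without 1936) to -0.083 (without 2019) for astrocytes, from -1.11 (without 2019) to -0.12 (without 1872) for monocytes, from -0.75 (without 1936) to -0.24 (without 2019) for the choroid plexus and ependyma, from -0.53 (without 1827) to -0.33 (without 1936) for border macrophages and from -2.05 (without 2019) to -1.23 (without 1872) for MHC class II genes. The mean log2 CPM was below the mean of the controls in 4 of 4 CSF1 OE mice for endothelial cells, 3 for oligodendrocytes, 4 for red blood cells, 4 for border macrophages and 4 for MHC class II genes. With the term for animal numbers the lists of other cell types fell further, to -1.14 for endothelial cells (9.37e-09, range 6.66e-09 to 0.387), -0.96 for oligodendrocytes (2.66e-06, range 2.66e-06 to 0.681), -2.61 for red blood cells (0.00152, range 2.95e-05 to 0.387), -0.53 for mural cells (0.0205, range 0.0205 to 0.890), -0.71 for astrocytes (0.00407, range 0.00103 to 0.890), -0.59 for oligodendrocyte precursor cells (0.0213, range 0.0213 to 0.997), -1.31 for neurons (0.00157, range 0.00157 to 0.818) and -0.78 for the choroid plexus and ependyma (0.0232, range 0.000668 to 0.551), with the adjusted p from limma's camera and its range over the alternatives in brackets. Each tested member of these 8 lists was then lower, apart from 1 astrocyte gene, and the cause was not tested. None of these lists but that of border macrophages shares a gene with another list, and none holds a gene of the study's table. Of 6 B cell genes 1 was tested, *Cd79b* (-0.11), and of the T and NK cell list and the X-inactive transcript 0 were. The median was -0.14 for homeostatic microglia (15 genes, adjusted p = 0.494), of which 1 belongs to another list, and -0.10 for immediate early and stress genes (13 genes, adjusted p = 0.926). With the term for animal numbers homeostatic microglia were higher (0.28, adjusted p = 0.0156 from limma's camera), with 13 of 15 genes higher. The lowest adjusted p over the alternatives, 6.28e-05 from limma's camera, belonged to the opposite direction. It came with the first form of the score of other cell types, with which 14 of 15 genes were lower. Without control mouse 1934, 13 of 15 were lower. The highest adjusted p was 0.963, without control mouse 1827, so the direction of this list depended on the model and on single mice. Y-linked genes had a median of 0.080 (4 genes, adjusted p = 0.494).

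*Csf1* itself had 282 ± 98.7 CPM in control and 322 ± 107 CPM in CSF1 OE mice, a log2 fold change of 0.19 (standard error 0.33, adjusted p = 0.796 from edgeR), and its receptor *Csf1r* had 9722 ± 2239.6 and 10091 ± 1454 CPM, a log2 fold change of 0.054 (standard error 0.21, adjusted p = 0.914 from edgeR). With *Il34*, of which -0.27 was the log2 fold change, they form the list of the transgene and its receptor, with 2 genes in another list and a median of 0.054 (adjusted p = 0.926 from limma's camera). The paper describes the transgene as active in some GFAP+ cells, and reports raised *Csf1* by RT-qPCR in CSF1 OE mice of this age. Libraries of CD11b+ cells do not measure that expression, so these values do not bear on whether CSF1 was overexpressed. *Gfap* had a log2 fold change of 0.88 (standard error 0.35, adjusted p = 0.253 from edgeR). It was called higher in 2 of 19 alternatives, both forms of the score of other cell types, which were chosen after the data had been seen. The log2 fold changes were then 1.37 and 1.40 (adjusted p = 0.0134 and 0.0140 from edgeR). With these forms *Mbp* (0.78 and 0.83) and *Pdgfra* (0.97 and 1.02) were also called higher. Without the score their adjusted p was 0.858 and 0.748 from edgeR. *Gfap* and *Mbp* are members of both forms of the score, and *Pdgfra* of the form with oligodendrocyte precursor cells. These calls are therefore relative to a mean that holds the genes or their cell types, and they do not show a rise of these cells.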
